# SUMOylation inhibition enhances dexamethasone sensitivity in multiple myeloma

**DOI:** 10.1186/s13046-021-02226-9

**Published:** 2022-01-04

**Authors:** Li Du, Wei Liu, Grace Aldana-Masangkay, Alex Pozhitkov, Flavia Pichiorri, Yuan Chen, Steven T. Rosen

**Keywords:** Multiple myeloma, SUMOylation, Dexamethasone, microRNA

## Abstract

**Background:**

Multiple myeloma (MM) is an incurable plasma cell malignancy. Although Dexamethasone (Dex) is the most widely used therapeutic drug in MM treatment, patients develop Dex resistance leading to progressive disease, demanding an urgent need to investigate the mechanisms driving Dex resistance and develop new reagents to address this problem. We propose SUMOylation as a potential mechanism regulating Dex resistance and SUMOylation inhibition can enhance Dex sensitivity in MM.

**Methods:**

Using MM cell lines and primary MM samples from relapsing MM patients, we evaluated the effects of knockdown of SUMO E1 (SAE2) or using TAK-981, a novel and specific SUMO E1 inhibitor, on Dex sensitivity. Xenograft mouse models were generated to determine the in vivo anti-MM effects of TAK-981 as a single agent and in combination with Dex. miRNA-seq, RNA-seq and GSEA analysis were utilized for evaluating key factors mediating Dex resistance. Chromatin immunoprecipitation (ChIP) assay was performed to determine the binding occupancy of c-Myc on promoter region of miRs.

**Results:**

We observed a significant negative correlation between SUMO E1 (SAE2) expression and Dex sensitivity in primary MM samples. Knockdown of SAE2 or using TAK-981 significantly enhances myeloma sensitivity to Dex in MM cell lines. Moreover, the enhanced anti-MM activity by TAK-981 and Dex combination has been validated using primary relapsing MM patient samples and xenograft mouse models. SUMOylation inhibition increased glucocorticoid receptor (GR) expression via downregulation miR-130b. Using RNA and microRNA sequencing, we identified miR-551b and miR-25 as important miRs mediating Dex resistance in MM. Overexpression of miR-551b and miR-25 caused resistance to Dex, however, knockdown of miR-551b and miR-25 significantly enhanced Dex sensitivity in MM. SAE2 knockdown or TAK-981 treatment downregulated the expression of miR-551b and miR-25, leading to induction of miR targets ZFP36, ULK1 and p27, resulting in apoptosis and autophagy. We demonstrated c-Myc as a major transcriptional activator of miR-130b, miR-551b and miR-25 and SUMOylation inhibition downregulates these miRs level by decreasing c-Myc level.

**Conclusion:**

Our study proves SUMOylation plays a crucial role in Dex resistance in MM and SUMOylation inhibition appears to be an attractive strategy to advance to the clinic for MM patients.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-021-02226-9.

## Introduction

Multiple myeloma (MM), the second most common hematologic cancer is an incurable plasma cell malignancy. Patients with MM accumulate monoclonal immunoglobulin-producing plasma cells within their bone marrow. Despite several new drugs that have improved the survival of myeloma patients in the past decade, patients typically develop relapsed and/or refractory MM and long-term disease-free survival remains low [1]. Dexamethasone (Dex), a synthetic glucocorticoid (GC), is most widely used in MM combination regimens. Intrinsic or acquired Dex resistance is broadly associated with poor prognosis in MM [2, 3]. Although the mechanisms of Dex resistance, including defective of glucocorticoid receptor (GR) expression, dysregulation of apoptosis-mediating proteins or small non-coding RNAs (miRNAs, miRs) have been described, the underlying regulatory mechanisms are not fully elucidated [2, 4].

SUMOylation is a post-translational modification characterized by covalent attachment of small ubiquitin-like modifier (SUMO) proteins to a lysine (Lys) residue on target proteins [5–7]. It is carried out via an enzymatic cascade involving the sequential action of an activating enzyme E1 (a heterodimer of SAE1 and SAE2), a conjugating enzyme E2 (UBC9), and a ligating enzyme E3 (one of ~ 10). SUMOylation enzymes are expressed at higher levels in cancer cells than in normal cells. Their elevated expression is required for tumor progression, cancer metastasis, and cancer stem cell maintenance and self-renewal. The expression of SUMOylation enzymes is usually associated with poor survival in various human cancers, including MM, colorectal (CRC), and breast cancers [8–11]. SUMOylation enzymes showed associated with poor survival in MM, suggesting SUMOylation might be related with therapy resistance. Because Dex is most widely used in MM combination therapy, we investigated if SUMOylation could be a potential mechanism of Dex resistance in MM.

In this study, we found that the expression level of SUMO E1 (SAE2) was inversely correlated with Dex sensitivity of primary MM samples. SUMOylation inhibition by decreasing SUMO E1 level via shRNA knockdown or inhibiting SUMO E1 activity by TAK-981 greatly enhanced MM sensitivity to Dex treatment. TAK-981, a novel selective SUMO E1 inhibitor, is currently in clinical trials for lymphoma and solid tumors. Our study demonstrated that TAK-981 was effective against primary relapsing MM samples and in mouse xenograft models. Furthermore, the combination of TAK-981 with Dex showed potent synergistic anti-MM effects ex vivo and in vivo. Using microRNA sequencing and Chromatin immunoprecipitation (ChIP) assay, we investigated a mechanism by which SUMOylation inhibition enhanced MM sensitivity to Dex. Our data suggest that inhibiting the SUMO E1 enzyme is a novel therapeutic strategy to overcome Dex resistance and prove TAK-981 as a potent clinical drug for enhancing current therapeutics in MM patients.

## Methods

### Reagents

TAK-981 was purchased from ChemieTek. Dexamethasone was purchased from Cayman Chemistry company. Dexamethasone-water soluble was purchased from Sigma (D2915) for animal experiment.

### Multiple myeloma cell lines and primary samples

Primary MM cells were isolated from bone marrow aspirates of MM patients, using Ficoll-Hypaque density gradient sedimentation followed by CD138 microbeads separation (Miltenyi Biotec), with informed patient consent and the Research Ethics Board approval at City of Hope (IRB 15150). Human myeloma cell lines MM1S, MM1R, H929 and RPMI8226 (obtained from ATCC) and primary CD138+ MM cells were cultured in RPMI1640 medium (Corning) with 10% heat-inactivated FCS (Omega Scientific, Inc.), 2 mmol/L l-glutamine, and 1% antibiotic-antimycotic (Life Technologies). Mycoplasma was routinely tested using MycoAlert Mycoplasma Detection Kit (LT07–318, Lonza) or Mycoplasma PCR detection kit (G238, Abm).

RPMI-8226 cells stably expressing Tet-R were used for lentivirus transduction within one to two passages after blasticidin selection. For lentivirus generation, the envelope plasmid pCMV-VSVG and the packaging plasmid pCMV-dR8.2-dvpr were obtained from Addgene (8454 and 8455, provided by Dr. Bob Weinberg). Inducible SAE2 shRNAs were purchased from GE Dharmacon (V2THS_254939 and V2THS_68114). Inducible human Myc shRNA was also purchased from GE Dharmacon (V2THS_152051). 293 T producer cells were transfected with these vectors, and supernatant containing lentiviral particles was harvested 24–48 h after transfection. Then the cells were transduced with two different Tet-On shSAE2 or shMyc lentiviruses and the stably transduced cells were selected with puromycin (5 μg/ml) 2 days after viral transduction. For doxycycline (DOX)-induced SAE2 or c-Myc knockdown, 5 μg/ml DOX was added to cells for 3 days to induce knockdown.

### Cell viability assay and drug-synergy calculations

Cells (0.5-2 × 10^4^ cells/well) were seeded in 96-well plates and treated with the indicated reagents for 48 h. Cell viability assays were performed using CellTiter-Glo Luminescent Cell Viability (G7572, Promega) according to manufacturer’s instruction. Median inhibitor concentration (IC_50_) was determined using GraphpadPrism 8.0. Combination indices (CIs) were calculated using CalcuSyn software (Biosoft, Cambridge, UK), and values < 1.0 were considered to indicate synergy.

### Flow cytometry-based apoptosis assay

Cell apoptosis was measured after Annexin V FITC and 7-AAD staining using a BD Fortessa LSR II and FlowJo Version V10.6.2.

### RNA extraction, reverse transcription and quantitative real-time PCR (qRT-PCR)

Total cellular RNA was extracted using miRNeasy Mini Kit (Qiagen). Total RNA (2 μg) was reverse-transcribed using an Omniscript RT Kit (Qiagen) and oligo dT primer. miRNA cDNA was synthesized from total RNA using TaqMan miRNA Reverse Transcription Kit and 5X miRNA specific RT primer (Life Technology) according to manufacturer’s protocol. Real-time qPCR of gene expression was performed using the SYBR-Green Master Mix (Applied Biosystems and the results were normalized to GAPDH. For miRNA cDNA real-time PCR, TaqMan Universal PCR master mix (no UNG) (Life Technology) and Taqman Small RNA Assay mix (Life Technology) were used. All quantitative PCR reactions were performed using ViiA 7 real-time PCR system (Applied Biosystem). Relative expression was calculated using the comparative Ct method normalized to RNU6B. Primers were listed in the supplementary file*.*

### Western blot

Cells were harvested and lysed in Laemmli sample buffer (5% SDS, 25% glycerol, 150 mmol/L Tris-HCl pH 6.8, 0.01% bromophenol blue). After protein concentration was measured using BCA protein assay, 0.7 mol/L β-mercaptoethanol was added and protein samples were boiled for 10 min. Samples were separated by SDS-PAGE, and protein was transferred onto a polyvinylidene fluoride membrane (Immobilon-P membrane, Millipore). Following antibodies were used: SUMO-2,3 (M114–3, MBL), c-Myc (ab32072, Abcam), cleaved PARP (#5625S, Cell Signaling Technology), GR (#12041S, Cell Signaling Technology), TTP(A-8) (sc-374,305, Santa Cruz Biotechnology), RRM2 (#65939S, Cell Signaling Technology), ULK1 (#8054S, Cell Signaling Technology), Cyclin D1(#55506S, Cell Signaling Technology), E2F1(#3742S, Cell Signaling Technology), LC3B(#3868S, Cell Signaling Technology), p27 (3686S, Cell Signaling Technology), GAPDH (sc-20,357, Santa Cruz Biotechnology). Western blot results were visualized using an Odyssey detection system (Licor). Relative protein level was quantified by Image J and normalized to GAPDH.

### Ribo-zero RNA-seq, small RNA-seq and gene set enrichment analysis (GSEA)

MM1S and MM1R cell lines treated with Vehicle (Veh), TAK-981 at 0.1 μM (TAK), Dexamethasone 1 μM (Dex) or both TAK-981 and Dex (combo, Com) for 48 h. Total RNA was purified using miRNeasy RNA isolation kit (Qiagen) then Ribo-Zero RNA-seq and small RNA-seq were performed. Global mRNA and miRNA expression profiles of duplicated RNA samples were performed and analyzed by the City of Hope Integrative Genomics Core Facility. Gene set enrichment analysis (GSEA) was performed with gene sets downloaded from the Broad Institute’s MSigDB website (www.broad.mit.edu/gsea/) and data analysis was performed using web-based software. A FDR-adjusted *P* value less than 0.05 and FDR-adjusted *q*-value less than 0.25 were used as cutoffs to determine significance. All RNA-seq and miRNA-seq data have been deposited to the GEO database (GSE 163682).

### siRNA transfection

siRNA transfection was performed using Lipofectamine RNAiMAX (Life Technology) according to the manufacturer’s instructions. Cells were harvested at indicated time points for further analysis. Hsa-miR-25 mimic (Sigma HMI0413), hsa-miR-25 inhibitor (Sigma HSTUD0413), hsa-miR-551b mimic (Sigma HMI0771), hsa-miR-551b inhibitor (Sigma HSTUD0771), siRNA universal negative control (Sigma SIC001) were purchased from Sigma. SiRNAs against SAE2, UBC9 and c-Myc were obtained from GE Dharmacon SMARTpool.

### Chromatin immunoprecipitation assay

To detect the binding occupancy of c-Myc on the human microRNA miR-130b, miR-551b and miR-25 promoter, chromatin immunoprecipitation (ChIP) analysis was conducted using SimpleChIP Enzymatic Chromatin IP kit (Magnetic Beads) (#9003, Cell Signaling Technology). A total of 2 × 10^7^ MM1S or MM1R cells were incubated in culture medium containing 1% formaldehyde for 10 min at room temperature, after which, the cross-linking reaction was quenched with addition of glycine to a final concentration of 0.125 mol/L. Cells were washed with cold PBS and harvested, followed by sonication to produce chromatin of primarily mononucleosome size. Fragmented chromatin was then incubated with c-Myc antibody at 4 °C overnight. Protein–DNA complexes were recovered using protein G dynabeads, washed, and eluted with elution buffer. Crosslinks were reversed at 65 °C in 0.25 mol/L NaCl overnight; then, the DNA was digested with proteinase K for 2 h at 50 °C. The immunoprecipitated DNAs were subsequently isolated and used for qPCR.

### Tumor xenograft mouse model

All experiments using mice were approved by the Beckman Research Institute Animal Care and Use Committee (IACUC #10026) and complied with all relevant federal guidelines and institutional policies. MM1S cells with stably expression of GFP-firefly luciferase (fflucGFPMM.1S) (Gift from Dr. Xiuli Wang, City of Hope) was intravenously (i.v.) injected to 6 ~ 10-week old NOD/ScidIL2RrC mice via tail vein (2 × 10^6^ cells/mouse) via tail vein. After 10 days, tumor xenografts were confirmed by bioluminescence imaging and mice were randomized into two groups (6 mice for each group) and treated with Vehicle control or TAK-981 (7.5 mg/kg, intraperitoneally (i.p.) twice per week, BIW) for 2 weeks. Tumor growth was monitored by quantification of bioluminescence mice whole body imaging using a Xenogen IVIS 100 series system (Xenogen, Alameda, CA). For MM1R cell xenograft model, MM1R cells (4 × 10^6^/100 μl with Matrigel) were subcutaneously (s.c.) inoculated into the mouse hind flank. When tumors were palpable, mice were randomly assigned to 4 groups for treatments—Vehicle control (*n* = 8), Dex group (3 mg/kg, i.p. BIW) (*n* = 4), TAK-981 (10 mg/kg, s.c. BIW) (*n* = 8), or combination group (Dex 3 mg/kg i.p. and TAK-981 10 mg/kg s.c. BIW) (*n* = 8). Tumor volume was measured with calipers until tumor diameter reached 1.80 cm. Then, mice were euthanized, and tumor tissues were harvested for tissue RNA extraction and immunohistology analysis.

### Immunohistochemistry (IHC)

For IHC staining of cleaved-PARP and CD138, tumor tissues were fixed in 4% paraformaldehyde, embedded in paraffin and IHC was performed by City of Hope Solid Tumor Pathology Core facility according to standard procedures.

### Protein degradation assay

c-Myc protein stability was measured on treatment with protein synthesis inhibitor cycloheximide (CHX). Cells treated with 100 μg ml^− 1^ CHX (#2112, Cell Signaling Technology) were collected at different time points and cell lysate was used for western blot to determine the protein level at different CHX treatment time. Western blot results were quantified by the ImageJ Software (NIH).

### Ni-NTA assay

Nickel-charged affinity (NTA) magnetic agarose beads (Thermo Fisher #78605) were used to perform His pull down in cells with overexpression of His-tagged SUMOs. The plasmid c-myc-PT3EF1a was a gift from Xin Chen (Addgene plasmid # 92046; http://n2t.net/addgene:92046; RRID:Addgene_92,046). Plasmid hSUMO1-HIS was a gift from Lea Sistonen (Addgene plasmid # 118361; http://n2t.net/addgene:118361; RRID:Addgene_118,361) and pcDNA3-6XHis-human SUMO 2 was a gift from Martine Roussel (Addgene plasmid # 133771; http://n2t.net/addgene:133771; RRID:Addgene_133,771) [12–14]. 293 T cells were transfected with His-tagged SUMO-1, His-tagged SUMO-2 and untagged c-Myc expression plasmids. Cells were treated with 0.1 μM TAK-981(TAK) or Vehicle (Veh) for 8 h. Cell lysates were incubated with Ni-NTA beads to pull down all His-tagged SUMO-1 and SUMO-2, followed by Western blot.

### Statistical analyses

No animals or samples were excluded from analysis. For all experiments, *P* values were derived using a two-tailed Student t test (comparing 2 conditions) or ANOVA (comparing multiple conditions) using GraphPad Prism 8. Estimated variation is indicated as means and error bars depict standard deviation (SD) in each figure. For all graphs, *, *P* < 0.05; **, *P* < 0.01; and ***, *P* < 0.001.

## Results

### Expression of SUMO E1 is upregulated in multiple myeloma and associated with poor prognosis

mRNA profiling of myeloma patient cohort GSE5900 showed that SUMO E1 (Ubiquitin Like Modifier Activating Enzyme 2(UBA2)/SUMO activating enzyme 2 (SAE2)) gene expression was significantly upregulated at the premalignant myeloma stage (MGUS) and in the asymptomatic myeloma phase (smoldering MM) compared to healthy plasma cells (Supplemental Fig. S1A). Moreover, higher SUMO E1 (UBA2) gene expression in MM plasma cells was associated with significantly shorter survival in both GSE2658 (*n* = 559) and CoMMpass (clinical trial NCT01454297, *n* = 764) database (Supplemental Fig. S1B&C) [15, 16]. These data suggest that SAE2 might be associated with therapy resistance in MM.

### SUMOylation inhibition enhances Dex anti-MM activity in primary patient samples and cell lines

Considering Dex is the most widely used therapeutic drug in MM treatment, we started with investigation of SAE2/UBA2 expression and sensitivity to Dex treatment. We correlate expression of UBA2 mRNA levels with the sensitivity of Dex in primary MM cells isolated from relapsing MM patients. We treated CD138+ MM cells from bone marrow aspirates of 15 patients with different Dex concentrations and assayed the cell viability post 48 h treatment. The half maximal inhibitory concentrations (IC_50_s) were calculated and compared with individual UBA2 mRNA expression across all primary samples by Pearson correlation coefficients (Fig. 1A). We observed that the expression level of UBA2 showed a significant positive correlation with Dex IC_50_s, indicating UBA2 expression is associated with Dex resistance in MM cells.

**Fig. 1:**
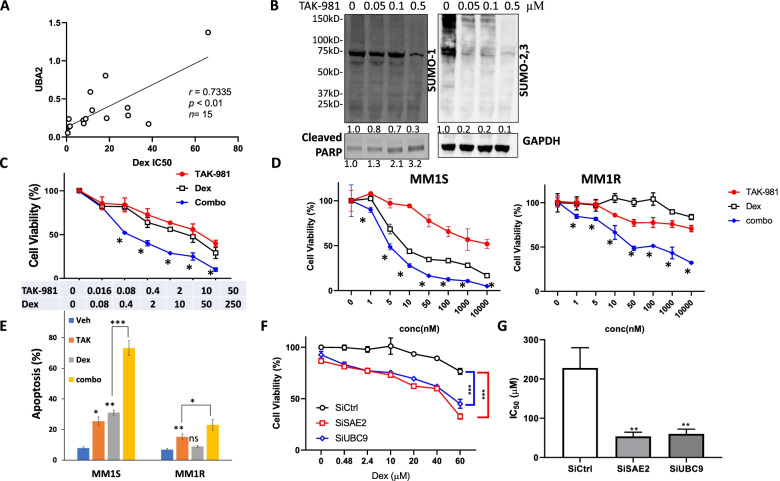
SUMOylation inhibition synergizes with Dex in decreasing cell viability in primary multiple myeloma cells and MM cell lines. **A** SAE2 expression is associated with Dex sensitivity in primary MM cells. SAE2 (UBA2) mRNA expression was assessed by q-PCR and presented as relative level normalized to GAPDH. IC_50_ values were calculated by GraphPad Prism 8. Pearson correlation analysis showed a significant positive correlation between SAE2 mRNA and IC_50_ for Dex in 15 primary MM. **B** TAK-981 inhibits global SUMOylation and induces cleaved PARP in MM1S cells. Western blot presents SUMO-1, SUMO-2,3-modified protein in MM1S cells after exposure to TAK-981 at the indicated concentrations for 16 h. GAPDH serves as loading control. Relative protein level was quantified and labeled below each blot. **C** Cell viability assay showing 1 of 6 primary CD138+ cells from bone marrow aspirates of MM patients treated with TAK-981 or Dex or both (combo) with indicated concentration. Cell viability was assessed by Cell-Titer-Glo after 48 h of treatment. *Combination Index (CI) < 1 determined by CompuSym. **D** TAK-981 synergizes with Dex cytotoxicity in sensitive line (MM1S) and resistant line (MM1R). MM1S and MM1R cells were treated with indicated concentration of TAK-981 or Dex or both (combo) and cell viability was determined by Cell-Titer-Glo post-48 h treatment. *Combination Index (CI) < 1 determined by CompuSym. **E** TAK-981 enhances cytotoxicity of Dex in sensitive and resistant MM. MM1S and MM1R cells were treated with Vehicle (Veh), 0.1 μM TAK-981 (TAK), 1 μM Dex (Dex), or 0.1 μM TAK-981 with 1 μM Dex (combo). Apoptosis was measured by flow cytometry using Annexin V/PI staining. **F** Knockdown of SAE2 and UBC9 enhances MM1R Dex sensitivity. MM1R cells were transfected with siRNA targeting SAE2 (SiSAE2) or UBC9 (SiUBC9), or non-targeting control (SiCtrl) for 48 h then treated with different concentration of Dex for 24 h. Cell viability was measured and normalized to untreated control cells. **G** IC_50_ values of Dex in MM1R cells calculated from data in **F**. Data were analyzed using unpaired Student *t* tests: Data presented as mean ± SD. ns, not significant; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001

TAK-981, a novel, selective small molecule inhibitor of SUMO E1 enzyme, is currently in Phase 1 trials in adult patients with metastatic solid tumors and lymphomas [17]. We treated MM1S cells with TAK-981, detected SUMOylated proteins using anti-SUMO-1 and anti-SUMO-2,3 antibodies (Fig. 1B). TAK-981 inhibited global SUMOylation in a dose-dependent manner along with induction of apoptosis marker cleaved PARP. We then tested the impact of TAK-981 as a single agent and in combination with Dex in MM. In primary MM cells isolated from relapsing myeloma patients, combination treatment of TAK-981 with Dex resulted in significantly enhanced killing compared to the single agents alone (*n* = 6) (Fig. 1C). Consistent synergistic effects were observed in all 6 tested MM patient samples and the combination index was calculated (Supplemental Table S1).

MM1R cell line is resistant to Dex and its parental sensitive counterpart is MM1S. We conducted cytotoxicity assay in MM1S and MM1R cell lines, TAK-981 synergized with Dex in both cell lines (Fig. 1D). Dex showed limited effects on inducing apoptosis or inhibiting cell proliferation in MM1R cells. In contrast, TAK-981 induced cell apoptosis and decreased ell viability in both cell lines and the effects were further enhanced in combination with Dex (Fig. 1E). The synergistic effects of combination TAK-981 and Dex were observed in other MM cell lines H929 and RPMI8226 (Supplemental Fig. S2A).

To verify the effect of TAK-981 is specific through regulating SUMOylation, we conducted knockdown experiments. Transient (siRNA) knockdown of SUMO E1, SAE2 and SUMO E2, UBC9 significantly increased Dex sensitivity in MM1R cells (Fig. 1F, Supplemental Fig. S2B-C). Furthermore, we established stable cell lines that can be induced by doxycycline (dox) to express shRNA targeting SAE2 in the MM cell line RPMI8226. Two individual shRNAs (shSAE2#1 and shSAE2#5) were used to rule out nonspecific shRNA effects. Cells were treated with Dox for 3 days to achieve knockdown of SAE2 expression in both stable lines (Supplemental Fig. S3D), and then cell viability was measured. SAE2 knockdown significantly reduced MM cell viability (Supplemental Fig. S3E). More importantly, cells with stably knockdown of SAE2 showed a significant response to Dex treatment with decrease of IC_50_ values in both stable lines (Supplemental Fig. S3F). These data indicated SUMOylation is associated with Dex resistance and SUMOylation inhibition enhances Dex sensitivity.

### TAK-981 shows anti-MM activity in vivo

To evaluate the in vivo effects of TAK-981 on MM tumor growth, we generated two murine xenograft models. NSG mice were i.v. injected with MM1S-Luc cells and tumor burden was determined by mice whole body luminescence imaging. TAK-981 treated mice exhibited a significant lower myeloma burden compared to vehicle group (Fig. 3A-B). In the other model, NSG mice subcutaneously (s.c.) injected with MM1R cells and tumor growth was monitored by tumor volume and weight. Consistent with our in vitro experiment, Dex alone did not affect tumor growth, but TAK-981 treatment greatly suppressed tumor growth and further reduced tumor burden when in combination with Dex (Fig. 3C, Supplemental FigureS3). IHC staining of cleaved PAPR was carried out to determine the apoptosis in tumor tissue. Similarly, Dex treatment alone showed almost no induction of apoptosis, but TAK-981 treatment group exhibited a significant induction of cleaved PARP expression and even higher level of cleaved PARP in combination with Dex (Fig. 2D). The results demonstrated that TAK-981 has potent anti-MM activity in vivo.

**Fig. 2:**
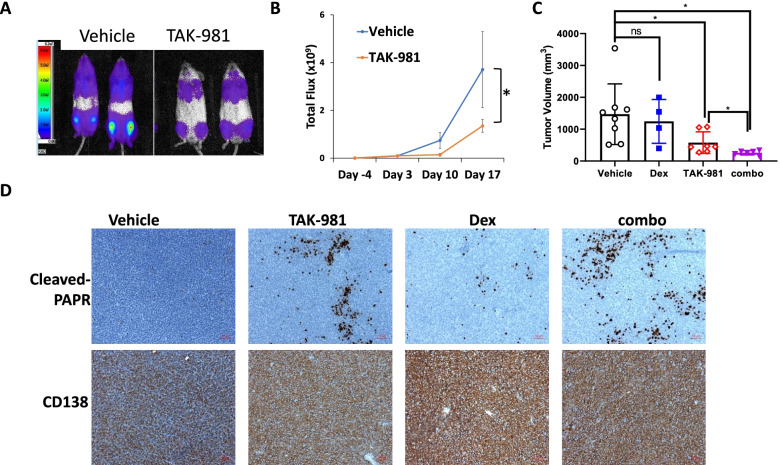
TAK-981 inhibits MM tumor growth and synergizes with Dex effect in vivo*.* (A) TAK-981 treatment suppresses tumor growth in MM1S-ffGFP xenograft NSG mice. MM1S-ffGFP cells were intravenously (iv) injected to NSG mice via tail vein (1.5 × 10^6^ cells/mouse). After bioluminescence imaging to confirm tumor engraft, mice were randomly assigned to two groups (*n* = 6) and treated with TAK-981 at 7.5 mg/kg or vehicle twice a week. Tumor growth was monitored by weekly imaging and quantified by Aura software. **A** Bioluminescence image representative 2 out of 6 mice from each group on Day 10 of treatment. **B** Tumor growth curve determined by the bioluminescence signal was measured as total photon flux normalized for exposure time and surface area and expressed in units of photons (p) per second per cm2 per steradian (sr). **C** TAK-981 treatment suppresses tumor growth in MM1R xenograft NSG mice model with synergistic effect in combination with Dex. NSG mice were xenografted by subcutaneously injection of MM1R cells (4 × 10^6^ cells /mouse). Mice were treated with either vehicle, or Dex (3 mg/kg), TAK-981 (10 mg/kg) or combination of both Dex and TAK-981(combo). All agents were treated twice weekly (BIW). Tumor growth was evaluated weekly by caliper measurement and represented as tumor volume (millimeters cubed). Comparison of tumor volume on end point was plotted. **D** IHC staining of apoptosis marker cleaved PARP and myeloma marker CD138 expression in xenograft tumor tissues. Red bar represents 50 μm. Data were analyzed using unpaired Student *t* tests: Data presented as mean ± SD. ns, not significant; *, *p* < 0.05

### SUMOylation inhibition enhances Dex sensitivity by upregulating GR through downregulating miR-130b

It has been reported that GR expression is a major mechanism of Dex response and is associated with better patient outcome in MM [3, 16, 18]. Consistent with previous studies, we found that GR expression showed negative correlation with Dex IC_50_ values in primary MM cells (*n* = 15) (Fig. 3A). Based on our finding that SUMOylation inhibition enhances Dex sensitivity, we evaluated the effect of SUMOylation inhibition on GR expression. Using primary MM cells obtained from relapsing patients (*n* = 5), we observed a dose-dependent GR (NR3C1) mRNA upregulation upon TAK-981 48 h treatment (Fig. 3B). miR-130b, which has been reported downregulating GR mRNA level by targeting 3′-UTR [19], showed a dose-dependent reduction upon TAK-981 treatment in same primary MM cells (Fig. 3C). GR protein levels were also induced in TAK-981 treated primary MM cells (Fig. 3D). Similar induction of GR level and decrease of miR-130b were observed in MM1S and H929 cell lines (Fig. 3E&F). Transient (siRNA) knockdown of SAE2, UBC9 and stable (shRNA) knockdown of SAE2 both induced NR3C1 mRNA expression and decreased miR-130b levels (Supplemental Fig. S4A-D), indicating the effect of TAK-981 on GR expression is SUMOylation pathway specific. We then evaluated the effects on GR target genes expression. Ribonucleoside-diphosphate reductase subunit M2 (RRM2) has been identified as GR direct target in MM. The expression of RRM2 is repressed by Dex-induced GR activation and the repression of RRM2 is required for Dex-induced apoptosis [20]. TAK-981 decreased RRM2 level and synergistically further reduced the decrease of RRM2 by Dex in both MM1S and H929 cells. There is corresponding induction of apoptosis marker cleaved PARP (Fig. 3G, Supplemental Fig. 4E), indicating the enhancement of TAK-981 to Dex cytotoxicity is related to GR-regulated RRM2 repression. We also observed similar significant changes in the expression of a Dex-activated gene Ras dexamethasone induced 1(RASD1) [21] (Supplemental Fig. 4E), proving the upregulation of GR function upon TAK-981 treatment. To validate our findings, we analyzed public datasets of primary myeloma patient samples. Analysis of cohort (GSE2658) of 559 MM patients (Supplemental Fig. S1B) showed UBA2 level positively correlates with RRM2 and negatively correlates RASD1 expression (Supplemental Fig. S1F). Patients with low SAE2 level (SUMOylation low) showed lower GR-repressed gene RRM2 expression and higher GR-activated gene RASD1 levels. This analysis supports our finding that SUMOylation inhibition upregulates the GR pathway.

**Fig. 3:**
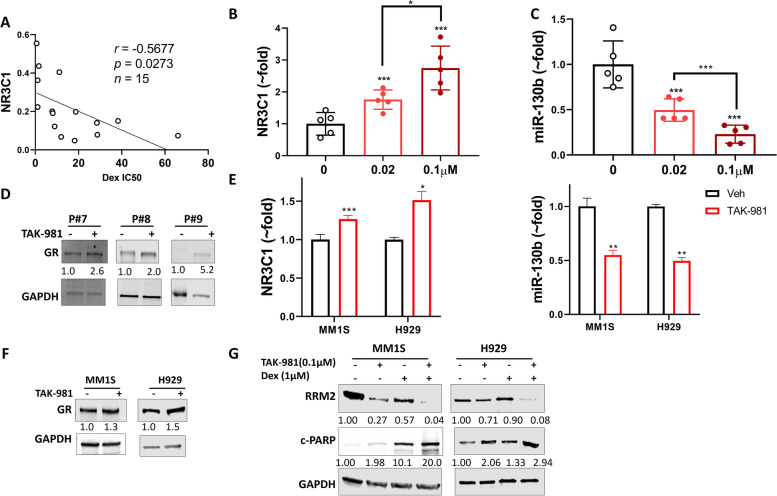
TAK-981 upregulates GR expression in primary multiple myeloma and cell lines through downregulation of miR-130b. **A** GR expression is associated with Dex sensitivity in primary MM cells. GR (NR3C1) mRNA expression was assessed by q-PCR and presented as relative level normalized to GAPDH. IC_50_ values were calculated by GraphPad Prism 8. Pearson correlation analysis showed a significant negative correlation negative correlation between GR RNA (NR3C1) and IC_50_ for Dex in 15 primary MM. **B** NR3C1 mRNA level was decreased and (**C**) miR-130b level was increased in dose-dependent manner in primary MM cells treated with TAK- 981. Primary MM cells from 5 relapsing patients were treated with TAK-981 at indicated concentrations for 48 h. Total RNA extracted and NR3C1 mRNA and miR-130b level was measured by q-PCR. Data presented as mean ± SD, *n* = 5 (**D**) TAK-981 treatment increases GR protein level in primary MM cells. Western blot presents GR protein of 3 primary MM samples treated with or without 0.1 μM TAK-981 for 48 h. Relative protein level was quantified using Image J, normalized to GAPDH, and labeled below each blotting band. **E** NR3C1 mRNA was increased and miR-130b was decreased in MM1S and H929 cell lines upon TAK-981 treatment. Estimated variation is indicated as SD. *P* values were derived using a two-tailed Student *t* test. * *p* < 0.05, ** *p* < 0.01, ***p < 0.001 (**F**) TAK-981 treatment increases GR protein level in MM1S and H929 cell lines. MM1S and H929 cells were treated with or without 20 nM TAK-981 for 48 h. Cell lysates were used for western blot. **G** GR-repressed gene RRM2 and apoptosis marker cleaved PARP (c-PARP) were measured by western blot in MM1S and H929 cell lines treated with TAK-981, Dex or both for 48 h. GAPDH was used as loading controls. Relative protein level was quantified by Image J and labeled below each blot

Previous studies have shown GR can be SUMO-modified [22–25]. We then evaluated the effect of SUMOylation inhibition on GR activity upon Dex treatment. GR resides in the cytoplasm. Upon ligand (Dex) binding, GR is phosphorylated, then translocates into the nucleus and functions as a transcription factor [26–29]. As we observed TAK-981 48 h treatment increased GR expression level, we carried out a short time TAK-981 treatment to determine GR activity without affecting its expression level. We treated MM1S with TAK-981 for 4 h to fully abolish SUMOylation, then added Dex for 2 h. Dex-induced GR phosphorylation (Ser 211 and Ser 226) and nuclear localization were not affected upon TAK-981 treatment, suggesting SUMOylation regulates GR mainly through mRNA level but not post-translational level (Supplemental Fig. S5).

### SUMOylation inhibition enhances Dex sensitivity in MM through regulating miR-551b and miR-25

Considering inhibition of SUMOylation by TAK-981 and SAE2 knockdown can enhance Dex sensitivity in MM1R cell line among which GR expression is absent, we presume SUMOylation could regulate Dex resistance through other cellular components except GR. 

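GR is encoded by NR3C1, which the authors' count table places on chromosome 5 from 142657496 to 142815077, minus strand. MM1S is the Dex-sensitive counterpart of the Dex-resistant MM1R line, and the RNA-seq of these lines holds 2 vehicle-treated libraries of each. In vehicle-treated MM1S cells NR3C1 was at 280 ± 4.35 CPM (counts per 1e6 counts after TMM normalization, mean ± SD, n = 2), from 6018 and 5396 counts. In vehicle-treated MM1R cells it was at 18.9 ± 1.41 CPM (SD, n = 2), from 482 and 435 counts, which is 6.77% of the MM1S level. Of the 14215 genes tested, 45.3% had a lower level in these MM1R libraries. CPM is not divided by gene length, 10.265 kb for NR3C1, so this rank depends on length as well as on abundance. The log2 fold change of MM1R against MM1S was −3.89 (standard error 0.083, edgeR adjusted p = 1.24e-16), and both MM1S libraries lay above both MM1R libraries. With 1 library left out at a time it ran from −3.96 to −3.81. The setting that moved it most was the use of the GAPDH count as the reference, chosen after the data were seen, at −4.15. TAK-981 treatment changed NR3C1 mRNA in MM1R cells by a log2 fold change of 0.11 (edgeR adjusted p = 0.308, from 0.148 to 0.458 over the alternatives). This value ran from 0.04 to 0.19 with 1 library left out at a time. Under the GAPDH reference it was 0.85 (adjusted p = 5.5e-05), where the median of all genes was 0.74.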

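The RNA-seq was run on total RNA depleted of ribosomal RNA (Ribo-Zero). MM1S and MM1R cells had received vehicle, 0.1 μM TAK-981, 1 μM Dex or the combination (combo) for 48 h, with 2 libraries in each of the 8 groups. TAK-981 inhibits the SUMO-activating enzyme (E1). The miR-seq of the same experiment is not analysed here. The authors deposited the count of reads on each of 23354 genes, with a symbol, a position and a strand for each, and without normalization. The paper's text does not name the genome build, the aligner, the counting program or whether strand was used in counting. Total counts ran from 15707587 to 20644510 in MM1S (median 19108821) and from 18987739 to 24796539 in MM1R (median 22656930.5). In MM1S the totals of the 2 libraries of each group were 18998753 and 20644510 for vehicle (median 19821631.5), 19218889 and 19714364 for TAK-981 (median 19466626.5), 18880189 and 19893344 for Dex (median 19386766.5), and 15707587 and 17796864 for combo (median 16752225.5). In MM1R they were 24438288 and 24796539 for vehicle (median 24617413.5), 18987739 and 20666833 for TAK-981 (median 19827286), 22737171 and 23298226 for Dex (median 23017698.5), and 21107192 and 22576690 for combo (median 21841941). MALAT1 held the largest share of the counts in every group, with group means from 2.93% in vehicle-treated MM1S to 6.07% in combo-treated MM1S. The replicates of every group differed by more than counting noise, with a chi-square per degree of freedom from 2.08 to 21.2, so no library was the other of its group sequenced again.

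Group differences were tested with edgeR's quasi-likelihood F test on all 16 libraries, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. TAK-981 treatment changed 6960 genes in MM1S (3586 higher, 3374 lower) and 7592 in MM1R (3666 higher, 3926 lower). Dex changed 6017 genes in MM1S (2954 higher, 3063 lower) and 0 in MM1R, where 395 genes had an unadjusted p under 0.05. Combo against vehicle differed in 8573 genes in MM1S (4374 higher, 4199 lower) and 7323 in MM1R (3532 higher, 3791 lower). Combo against Dex differed in 6765 genes in MM1S (3159 higher, 3606 lower) and 6873 in MM1R (3278 higher, 3595 lower). Combo against TAK-981 differed in 4990 genes in MM1S (2063 higher, 2927 lower, or 2519 and 2552 with library size only) and 0 in MM1R, where 214 had an unadjusted p under 0.05. The change in combo differed from the sum of the single-drug changes for 2125 genes in MM1S, 36.6% of them higher. Under scaling by library size only the share was 53.2%. In MM1R this count was 0, with 400 genes at an unadjusted p under 0.05. Those 395, 214 and 400 genes are 2.78%, 1.51% and 2.81% of the genes tested. Uniform p-values would give a share of 0.05, so these are not an excess of small p-values. In fits of only the groups compared the shares were 4.24%, 5.51% and 7.14%. The vehicle-treated lines differed in 6850 genes (3637 higher in MM1R, 3213 lower). With library size only the larger direction reversed here, to 2942 higher and 3840 lower, and for TAK-981 in MM1S, to 3073 higher and 3808 lower. The alternative that moved the TAK-981 count in MM1S most was an added requirement of an absolute log2 fold change of at least 1, which left 1412 genes (728 higher, 684 lower). The standard error of a Dex log2 fold change had a median of 0.104 in MM1S and 0.101 in MM1R. The fit shares the dispersion of each gene over all libraries, so these medians do not compare the spread of the lines. The median absolute replicate difference in log2 CPM was 0.132 after Dex and 0.074 with vehicle in MM1S. In MM1R it was 0.097 and 0.056.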

Given recently published articles showing that miRNA deregulation may be involved in Dex resistance [4, 30], we conducted miR-seq and RNA-seq in MM1S and MM1R cell lines treated with Dex, TAK-981 or both to identify potential miRs which are involved in Dex resistance and affected by SUMOylation. We cross compared change of miR expression in Dex and TAK-981 treated MM1S and MM1R and identified two candidate miRs: miR-551b and miR-25 (Supplemental Fig. S6).

To evaluate the role of miR-551b and miR-25 in MM cell growth and Dex resistance, we conducted cell viability assay with overexpression and knockdown of the miRs. Overexpression of miR-551b and miR-25 by transfection of miR mimic promoted MM cell proliferation and reduced Dex sensitivity in MM1S, as IC_50_ increased ~ 4 fold (Fig. 4A-B). Knockdown of miR-551b and miR-25 by transfection of miR inhibitors suppressed cell growth and enhanced Dex sensitivity in MM1R, as IC_50_ decreased from 875 μM to 193 and 142 μM (Fig. 4C-D). Western blot of cleaved-PARP further confirmed the regulation of miR-551b and miR-25 on Dex sensitivity in MM (Supplemental Fig. S7). These data indicated that the expression of miR-551b and miR-25 may contribute to the Dex resistance of MM.

**Fig. 4:**
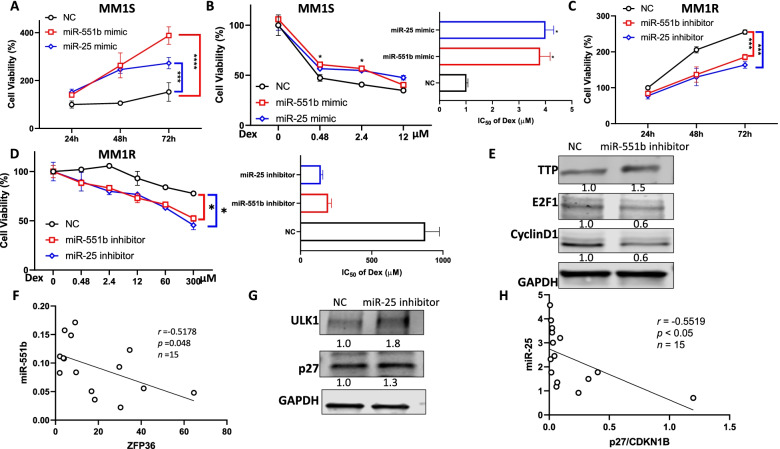
MiR-551b and miR-25 level affect Dex sensitivity in MM. **A** Overexpression of miR-551b and miR-25 increases cell proliferation and (**B**) decreases cell sensitivity to Dex treatment in MM1S cells. (**C**) Knockdown of miR-551b and miR-25 expression inhibits cell proliferation and (**D**) increases sensitivity to Dex in MM1R cells. MM1S cells were transfected with microRNAs: miR-551b mimic, miR-25 mimic or non-targeting control (NC), MM1R cells were transfected with anti-miRs: miR-551b inhibitor, miR-25 inhibitor or non-targeting control (NC). Cell proliferation was measured at 24 h, 48 h and 72 h. Transfected cells were treated Dex at indicated concentration for 48 h. Cell viability was measured and IC_50_ values of Dex were calculated using GraphPad Prism 8 and shown in the right panels. Data were analyzed using unpaired Student *t* tests: Data presented as mean ± SD. ns, not significant; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001. **E** Knockdown of miR-551b expression increased TTP protein level and decreased E2F1 and CyclinD1 in MM1R cells. **F** miR-551b level negatively correlates with ZFP36 level in in 15 primary MM samples. ZFP36 mRNA expression was assessed by q-PCR and presented as relative level normalized to GAPDH. MiR-551b level was measured by Taqman q-PCR and presented as relative level normalized to RNUB. Pearson correlation analysis was performed. p and r values were labeled. **G** Knockdown of miR-25 expression increased protein levels of ULK1and p27 in MM1R cells. **H** miR-25 level negatively correlates with p27/CDKN1B level in in 15 primary MM samples

We applied 3 publicly available algorithms Targetscan, miRRDB and miRDIP to predict the potential miR-551b target genes and the results suggests 3 targets: zinc finger protein 36 homolog (ZFP36), praja-1 (PJA1) and zinc finger protein 280C (ZNF280C) (Supplementary Fig. S8). Because PJA1 and ZNF280C are not abundantly expressed in MM cells, ZFP36 became the only potential target of miR-551b. 

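The text names no samples or assay for the abundance of these genes, so the vehicle-treated RNA-seq libraries of both lines were read. The count table places PJA1 on chromosome X from 68380581 to 68385365 (minus strand) and ZNF280C on chromosome X from 129336673 to 129402922 (minus strand). ZFP36 lies on chromosome 19 from 39897487 to 39900052 (plus strand). PJA1 was at 17.7 ± 0.0169 CPM in MM1S and 20.5 ± 0.654 CPM in MM1R (SD, n = 2 each), above 44% and 46.6% of the genes tested. ZNF280C was at 17 ± 1.8 CPM in MM1S and 13.1 ± 0.353 CPM in MM1R (SD, n = 2 each), above 43.1% and 39.5% of the genes. ZFP36 was above 88.6% of the genes in MM1S and 88.1% in MM1R, with levels of 137 ± 7.31 and 139 ± 2.58 CPM (SD, n = 2 each). These ranks are not corrected for gene length, which is 2.878 kb for PJA1, 4.676 kb for ZNF280C and 1.75 kb for ZFP36.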

ZFP36-encoded protein, tristetraprolin (TTP), an RNA binding protein, plays an important role in cancer cell proliferation through destabilizing Cyclin D1 and E2F1 mRNA [31–34]. Knockdown of miR-551b level by transfection of miR-551b inhibitor caused the increase of TTP level and decrease of Cyclin D1 and E2F1 (Fig. 4E). The expression of ZFP36 is negatively correlated with miR-551b in primary MM samples (Fig. 4F), further indicating miR-551b regulating ZFP36 level.

MiR-25 has been characterized with onco-miR function and has multiple validated targets including Unc-51 Like Autophagy Activating Kinase 1 (ULK1) and Cyclin-dependent kinase inhibitor 1B CDKN1B(p27, 35–39]. Knockdown of miR-25 significantly increased ULK1 levels. Knockdown of miR-25 caused an increased level of p27, which is consistent with the observation that p27 mRNA level is negatively correlated with miR-25 in primary MM samples (Fig. 4G-H).

MM1R cells exhibit higher level of miR-551b and miR-25 than MM1S (Fig. 5A, Supplemental Fig. S6). Dex treatment decreased these two miRs levels in MM1S but showed no effect in MM1R, but TAK-981 treatment decreased them in both MM1S and MM1R cell lines and showed further reduction in combination with Dex (Fig. 5A, Supplemental Fig. S9A). Knockdown of SAE2 or UBC9 by siRNA transient transfection decreased miR-551b and miR-25 levels in MM1R (Fig. 5B). Stable knockdown (shSAE2) of SAE2 exhibited reduced level of miR-551b and miR-25 in RPMI-8226 cell line (Supplemental Fig. S9B). To confirm that miR-551b and miR-25 expression is regulated by SUMOylation in vivo, we examined tumor tissue from MM1R xenograft and primary MM samples. Consistent with cellular experiment results, miR-551b and miR-25 levels were reduced in TAK-981 treatment group and further decreased in combination with Dex treatment in MM1R xenograft tumor tissue (Fig. 5C). We treated 5 primary MM samples with different concentration of TAK-981, miR-551b and miR-25 levels significantly decreased in a dose-dependent manner, indicating that the regulation of miR-551b and miR-25 by SUMOylation is not restricted to cell lines (Fig. 5D).

**Fig. 5:**
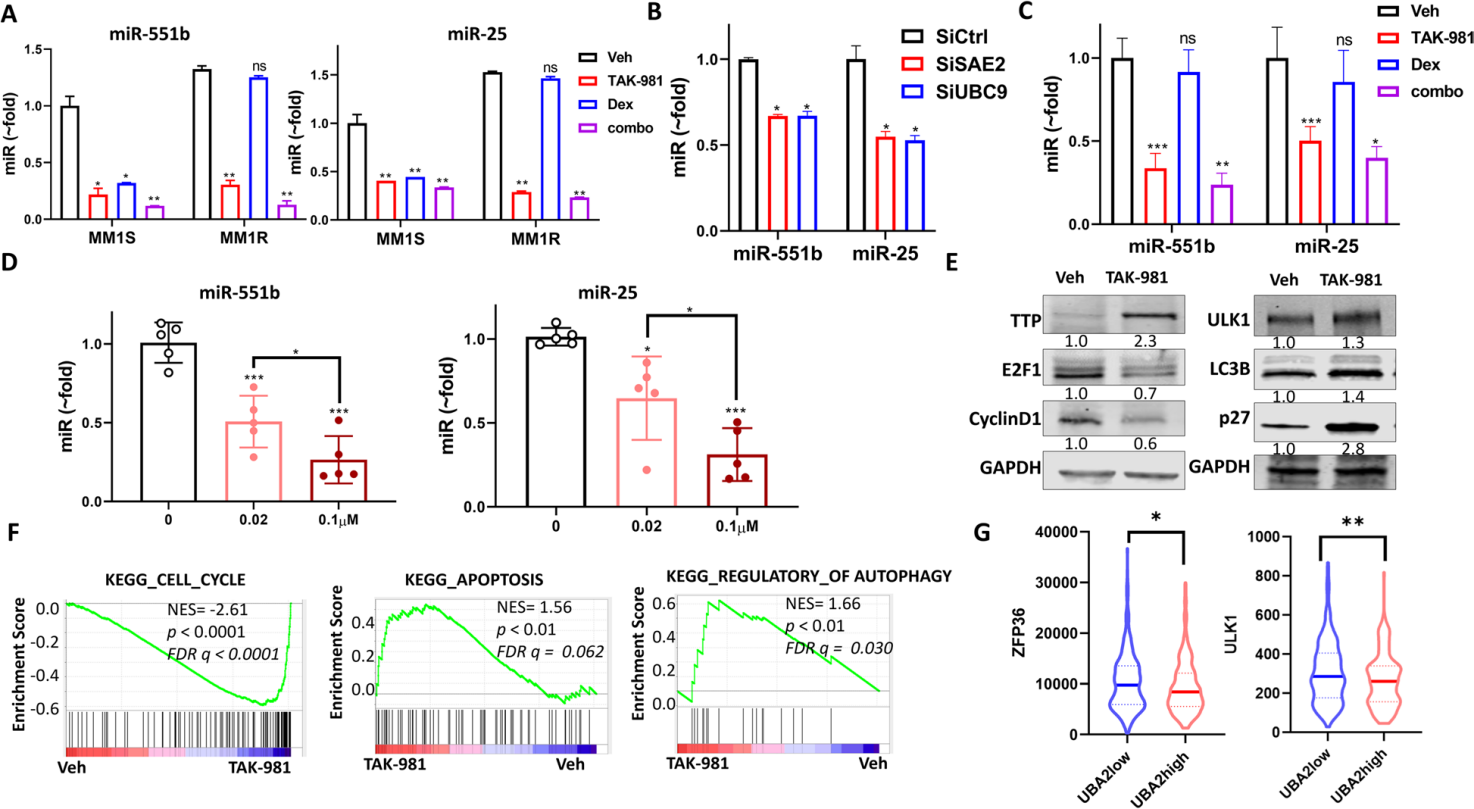
SUMOylation inhibition decreases miR-551b and miR-25 level. **A** miR-551b and miR-25 levels were decreased by TAK-981 treatment in MM1S and MM1R cells. MM1S and MM1R cells were treated with Vehicle (Veh), 0.1 μM TAK-981 (TAK), 1 μM Dex (Dex), or 0.1 μM TAK-981 with 1 μM Dex (combo) for 48 h. miR level was measured by Taqman q-PCR. **B** Knockdown of SAE2 or UBC9 decreases the expression of miR-551b and miR-25. MM1R cells were transfected with siRNA targeting SAE2 (SiSAE2) or UBC9 (SiUBC9), or non-targeting control (SiCtrl) for 72 h, miR levels were measured by qPCR. **C** TAK-981 treatment decreases miR-551b and miR-25 levels in vivo. Tumor tissue from MM1R xenograft mice (in Fig. 2C) was used for RNA extraction and miR measurement. **D** TAK-981 treatment decreased miR-551b and miR-25 level in primary MM cells in dose-dependent manner in primary MM cells treated with TAK- 981. Primary MM cells from 5 relapsing patients were treated with TAK-981 at indicated concentrations for 48 h. miR-551b and miR-25 level was measured by q-PCR. Data presented as mean ± SD, *n* = 5. **E** TAK-981 treatment affects miR-551b and miR-25 downstream genes protein level. Western blot presents protein level in MM1R cells treated with vehicle (Veh) and 0.1 μM TAK-981 (TAK-981) for 48 h. Relative protein level was quantified by Image J and labeled below each blot. **F** GSEA shows cell cycle regulators are suppressed but apoptosis and autophagy related pathways are upregulated upon TAK-981 treatment. GSEA false discovery rate (FDR)-q values, *p*-values and normalized enrichment scores (NES) are labeled. **G** UBA2 level correlates with ZFP36 and ULK1 expression in patient specimens. Analysis of cohort (GSE2658) of 559 MM patients (Supplemental Fig. S1B). Patients with high SAE2 (UBA2; UBA2high group) showed lower ZFP36 levels (left) and ULK1 level (right) than patients with low SAE2 (UBA2; UBA2low group). Data were analyzed using unpaired Student t tests: Data presented as mean ± SD. ns, not significant; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001

We then evaluated the impact of SUMOylation inhibition on target gene levels of these miRs. TAK-981 treatment caused induction of miR-551b target gene TTP expression and resulted in Cyclin D1 and E2F1 decrease in MM1R cells (Fig. 5E). Because E2F1 is a transcription factor, GSEA analysis was performed and results indicated that E2F1 target gene sets were suppressed upon TAK-981 treatment (Supplemental Fig. S9C). 

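The gene sets of the paper's GSEA came from MSigDB, which was not used here, and the text does not name the line behind it. A list of E2F target genes was written from general knowledge, and 193 of its genes were tested. After TAK-981 treatment the median log2 fold change of the list was −0.96 in MM1S (quartiles −1.26 and −0.52), with 182 genes lower and 11 higher. In MM1R the median was −0.74 (quartiles −0.91 and −0.52), with 184 genes lower and 9 higher. The adjusted p of limma's camera test was 3.93e-65 in MM1S and 1.24e-43 in MM1R, with Benjamini-Hochberg adjustment over the 56 tests of 7 lists in 8 comparisons. In MM1S 174 genes of the list were lower and 3 higher past the threshold over all genes, and 175 and 3 when adjusted over the list alone. In MM1R these counts were 175 lower and 4 higher over all genes, and 176 and 5 when adjusted over the list alone. Among the settings that used every library, scaling by library size only moved the MM1S median most, to −1.01. Without MM1S TAK-981 replicate 1 it was −0.89. Of the 56 list tests, 38 passed the threshold with camera's preset inter-gene correlation. Of those 38, the fry rotation test also called 36 and camera with an estimated correlation called 21, the E2F list in both lines among them under either test.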

TAK-981 treatment induced expression of miR-25 target genes ULK1 and p27(Fig. 5E). mRNA levels of ZFP36(TTP), ULK1 and p27 showed reversed changes compared to miR-551b and miR-25 in Dex, TAK-981 and combo treated MM1S and MM1R cells (Supplemental Fig. S9D). The expression levels were increased upon TAK-981 treatment and further enhanced in combination with Dex. Furthermore, TAK-981 caused induction of ZFP36 mRNA level was suppressed by exogenous expression of miR-551b. 

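The text names no assay for these mRNA levels, so the RNA-seq libraries of both lines were read. In the count table ULK1 lies on chromosome 12 from 132379279 to 132407707 and CDKN1B, which encodes p27, on chromosome 12 from 12870302 to 12875305, both on the plus strand.

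**Figure D1:**
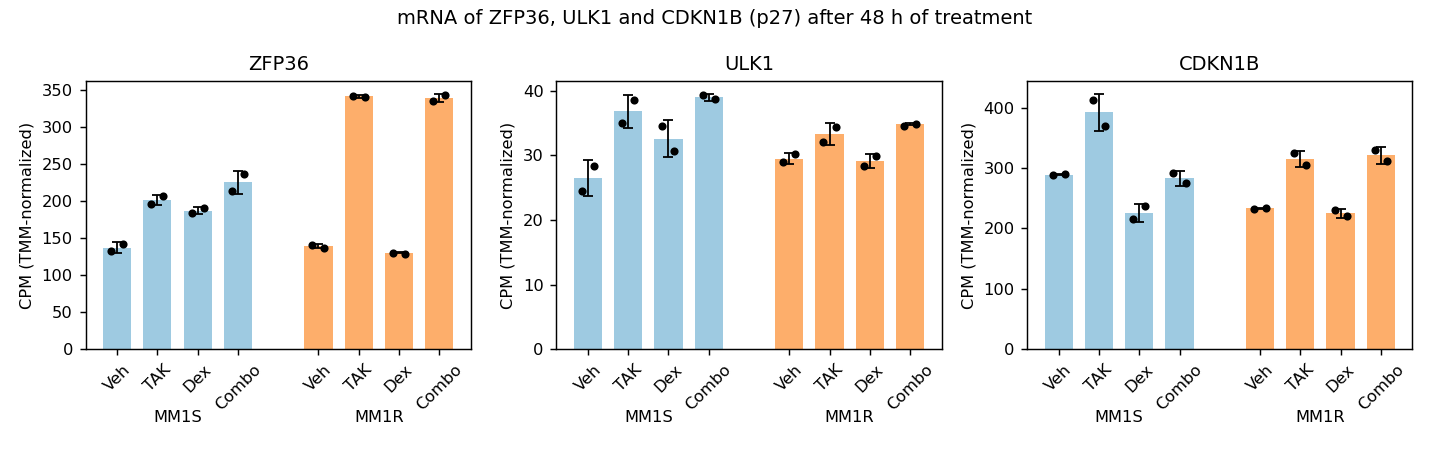
mRNA levels of ZFP36, ULK1 and CDKN1B in CPM under each treatment in MM1S and MM1R cells. Bars show the mean, error bars the SD (n = 2), and dots the replicates.

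TAK-981 treatment raised ZFP36 mRNA by a log2 fold change of 0.55 in MM1S (adjusted p = 5.53e-07) and 1.30 in MM1R (adjusted p = 8.14e-12). In both lines both treated libraries lay above both vehicle libraries. The difference between the lines was 0.75 (adjusted p = 7.7e-05). ZFP36 was at 201 ± 6.87, 187 ± 5.01 and 225 ± 15.2 CPM after TAK-981, Dex and combo in MM1S, and at 341 ± 1.91, 130 ± 0.669 and 339 ± 5.35 CPM in MM1R (SD, n = 2 each). Dex alone changed it by 0.45 in MM1S (adjusted p = 9.51e-06) and −0.099 in MM1R (adjusted p = 1). Combo against TAK-981 gave 0.16 in MM1S (adjusted p = 0.0443, from 0.00731 to 0.196 over the alternatives). The MM1S value ran from 0.09 to 0.23 with 1 library left out at a time. In MM1R combo against TAK-981 gave −0.008 (adjusted p = 1), and 0.009 without combo replicate 1.

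ULK1 rose by 0.48 after TAK-981 in MM1S (adjusted p = 0.000188) and by 0.17 in MM1R (adjusted p = 0.103). Over the alternatives the MM1R adjusted p ran from 0.0101, in a fit of only the groups compared, to 0.208. The lines did not differ past the threshold (−0.31, adjusted p = 0.166). Combo against Dex gave 0.259 for ULK1 in MM1S (adjusted p = 0.0203) and 0.254 in MM1R (adjusted p = 0.0204). Its levels in MM1S were 26.5 ± 2.74, 36.8 ± 2.54, 32.6 ± 2.84 and 39 ± 0.523 CPM after vehicle, TAK-981, Dex and combo, and in MM1R 29.5 ± 0.905, 33.3 ± 1.65, 29.1 ± 1.09 and 34.8 ± 0.163 CPM (SD, n = 2 each). Dex alone gave 0.30 in MM1S (adjusted p = 0.0101) and −0.02 in MM1R (adjusted p = 1). Combo against TAK-981 gave 0.084 in MM1S (adjusted p = 0.487, from 0.264 to 0.652 over the alternatives) and 0.062 in MM1R (adjusted p = 1).

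CDKN1B rose by 0.44 after TAK-981 in MM1S (adjusted p = 2.25e-05) and by 0.44 in MM1R (adjusted p = 2.3e-05), again in both treated libraries of each line. Its levels in MM1S were 289 ± 0.809, 392 ± 30.8, 226 ± 15.2 and 283 ± 12 CPM after vehicle, TAK-981, Dex and combo, and in MM1R 233 ± 0.443, 315 ± 13.7, 225 ± 7.7 and 321 ± 13.8 CPM (SD, n = 2 each). In MM1S the change was −0.36 after Dex alone (adjusted p = 0.000273) and −0.47 in combo against TAK-981 (adjusted p = 1.87e-05). In MM1R it was −0.047 and 0.026 (adjusted p = 1 for each). The MM1R value of combo against TAK-981 was −0.018 without TAK-981 replicate 2. With the GAPDH count as the reference, chosen after the data were seen, the MM1S values were 0.34 (adjusted p = 0.00962) and 0.13 (adjusted p = 0.267), below the medians of all genes under that setting, 0.71 and 0.58.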

The increased ULK1 and p27(CDKN1B) mRNA levels upon TAK-981 treatment were also suppressed by overexpression of miR-25, indicating that SUMOylation inhibition increased ZFP36 through miR-551b and regulated ULK1 and p27 through miR-25 (Supplemental Fig. S9E). ULK1 is a major enzyme in autophagy pathway, Cyclin D1 and p27 play important roles in cell cycle regulation and apoptosis. 

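The cell cycle, apoptosis and autophagy genes were read in both lines from lists written from general knowledge. The cell cycle list (120 genes tested) had a median log2 fold change after TAK-981 treatment of −0.35 in MM1S (quartiles −1.04 and −0.01, camera adjusted p = 7.53e-19), with 90 genes lower. In MM1R its median was −0.32 (quartiles −0.82 and 0.03, adjusted p = 1.96e-11), with 88 genes lower. Over all genes 75 of these genes were lower and 12 higher past the threshold in MM1S, and 71 and 14 in MM1R. Adjusted over the list alone the counts were 75 and 14 in MM1S and 73 and 14 in MM1R. The S and G2/M genes of the Seurat package, 97 genes, moved this result most, to medians of −1.18 in MM1S and −0.82 in MM1R.

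The apoptosis list (74 genes) had a median of 0.12 in MM1S (quartiles −0.12 and 0.34, camera adjusted p = 0.109), with 46 genes higher and 28 lower. With the 2 genes at or under 3 counts in a whole group set to their bound, this median was 0.1. In MM1R the median was 0.034 (quartiles −0.16 and 0.31, adjusted p = 0.0893), with 40 higher and 34 lower. Past the threshold over all genes were 29 higher and 13 lower in MM1S, and 29 and 16 in MM1R. Adjusted over the list alone the counts were 29 and 14 in MM1S and 30 and 16 in MM1R. The setting that moved the adjusted p most was fry, which tests for change within the list without reference to other genes, at 3.39e-05 in MM1S and 2.1e-05 in MM1R.

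The autophagy list (35 genes) had a median of 0.21 in MM1S (quartiles 0.06 and 0.39, camera adjusted p = 0.0225), with 27 genes higher and 8 lower, and of 0.17 in MM1R (quartiles 0.06 and 0.26, adjusted p = 0.111), with 29 higher and 6 lower. In MM1S 20 genes were higher and 3 lower past the threshold, and in MM1R 14 and 4, with equal counts when adjusted over the list alone. The MM1R adjusted p ran from 5.95e-06 with fry to 0.127 with an estimated correlation. The difference between the lines in response to TAK-981 had a median of −0.038 for the apoptosis list (adjusted p = 0.958) and −0.044 for the autophagy list (adjusted p = 0.162, and 0.0158 with fry).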

GSEA analysis of RNA-seq indicated TAK-981 treatment affected cell cycle, apoptosis and autophagy gene sets (Fig. 5F, Supplemental Table S2), suggesting the effects may be achieved through these genes targeting microRNAs- miR-551b and miR-25 level. We analyzed a MM patients data set GSE2658 (*n* = 559), among which SAE2(UBA2) level is associated with poor outcome (Supplemental Fig. S1B). Patients with low SAE2 (UBA2; UBA2low group) showed higher ZFP36 (miR-551b target gene) and ULK1 (miR-25 target gene) levels than patients with high SAE2 (UBA2; UBA2high group) (Fig. 5G). The analysis further supports our finding that SUMOylation regulates miR-551b, miR-25 and their target genes expression.

### SUMOylation inhibition decreases the expression miR-551b, miR-25 and miR-130b via c-Myc

Next, we investigated whether SUMOylation inhibition caused decrease of miR-551b, miR-25 and miR-130b levels through mediating the transcription of pri-miRNAs. Upon TAK-981 treatment, pri-miR-551b, pri-miR-25 and pri-miR-130b expression levels significantly decreased in both MM1S and MM1R cells (Supplemental Fig. S10A). Knockdown of SAE2 in RPMI8226 cells caused similar reduction of these pri-miRs (Supplemental Fig. S10B). Therefore, these results indicate SUMOylation regulates miR-551b, miR-25 and miR-130b gene expression at transcriptional level.

To identify the transcription factors involved in regulating miR-551b, miR-25 and miR-130b expression in a SUMOylation-dependent manner, we focused on the transcription factors E2F1, c-Fos, and c-Myc, which were shown to bind to the promoter regions in genome-wide ChIP-seq studies using UCSC Genome Browser (genome.ucsc.edu) [35, 36]. We transfected plasmids expressing E2F1, c-Fos, or c-Myc into 293 T cells, then measured pri-miRs level by qPCR. All three pri-miR levels were significantly increased by overexpression of c-Myc, but were not affected by E2F1 or c-Fos overexpression (Supplemental Fig. S10C). The promoter of miR-551b was subcloned to luciferase reporter plasmid, and miR-551b promoter activity was significantly increased by c-Myc overexpression in a dose-dependent manner (Fig. S10D). Because miR-25 promoter is co-localized with miR-93 and miR-106b and miR-130b promoter is in the same region as miR-301b, the reporter plasmid and assay of miR-25 and miR-130b promoter were not conducted. In MM1S cells, c-Myc induced increase of pri-miR levels of miR-551b, miR-25 and miR-130b can be inhibited by addition of TAK-981 treatment (Fig. 6A). In order to further determine the role of c-Myc on miR-551b, miR-25 and miR-130b expression, knockdown of c-Myc expression was carried out. siRNA transfection of c-Myc (siMyc) in MM1S cells caused significant reduction of pri-miRs and mature miR levels (Fig. 6B). We generated stable cell line that can be induced to express shRNA targeting c-Myc in RPMI8226 cells. The pri-miRs and mature miRs decreased after Dox-induced c-Myc knockdown (Fig. 6C and Supplemental Fig. S10E). All these results demonstrated c-Myc as a major transcriptional activator of miR-551b, miR-25 and miR-130b gene expression. Next we evaluated the binding of endogenous c-Myc to miR-551b, miR-25 and miR-130b promoters using ChIP in MM1S and MM1R cells treated with TAK-981 or Dex. TAK-981 treatment significantly decreased c-Myc binding occupancy at the promoter regions of these miRs in both MM1S and MM1R cells (Fig. 6D), proving SUMOylation regulates these miRs transcription via c-Myc binding to the promoter region. Dex showed minor decrease of c-Myc binding in MM1S cells and no effects in MM1R cells, indicating these miRs are involved in Dex sensitivity in MM.

**Fig. 6:**
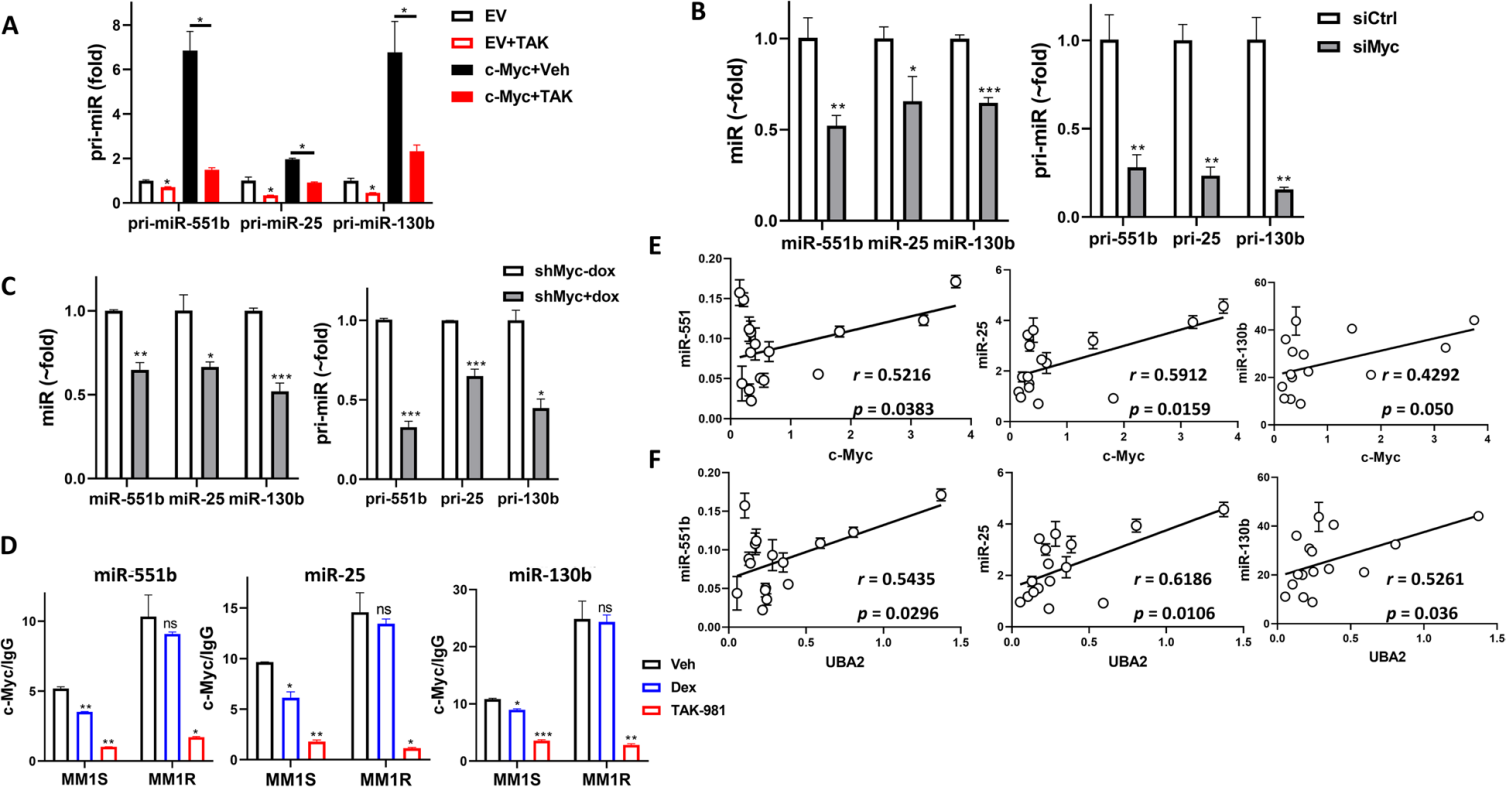
c-Myc is a major transcription factor of miR-551b, miR-25 and miR-130b. **A** Overexpression of c-Myc induced pri-miR-551b, pri-miR-25 and pri-miR-130b and the induction can be inhibited by TAK-981 treatment. MM1S cells were transfected with empty vector (EV) or c-Myc expression plasmid (c-Myc) then treated with 0.1 μM TAK-981 (TAK) or vehicle (Veh) for 24 h. Pri-miR level was measured by q-PCR. **B** Knockdown of c-Myc decreased miR-551b, miR-25 and miR-130b miR and pri-miR level. MM1S cells were transfected with siRNA targeting c-Myc (siMyc) or non-targeting control (SiCtrl) for 72 h, miR and pri-miR level were determined by qPCR. **C** RPMI8226 stable cell line was generated with inducible shRNA targeting c-Myc. Dox (5 μg/mL) was added to induce c-Myc knockdown (shMyc+Dox) for 48 h. miRs and pri-miRs levels were measured by qPCR. **D** ChIP assay identified c-myc binding at the promoter regions of miR-551b, miR-25, and miR-130b. TAK-981 treatment decreases the c-Myc binding occupancy in both MM1S and MM1R cells but Dex only decreases in MM1S cells. ChIP was performed using an anti-c-Myc antibody in MM1S and MM1R cells treated with Vehicle (Veh), 0.1 μM TAK-981 (TAK-981) or 1 μM Dex (Dex). The occupancy was normalized to DNA input and calculated relative to IgG control. Data were analyzed using ANOVA. Data presented as mean ± SD. ns, not significant; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001. **E** c-Myc and (**F**) SAE2 (UBA2) level correlates with miR-551b, miR-25 and miR-130b level in 15 primary MM samples. Pearson correlation analysis was performed. p and r values were labeled

The regulation of c-Myc and SAE2 of miR-551b, miR-25 and miR-130b in MM cell was further confirmed using qPCR by observing a significant positive correlation between c-Myc and SAE2 level and the expression of these miRs in primary MM cells from 15 relapsed patients (Fig. 6E-F). All these demonstrate that SUMOylation regulates miR-551b, miR-25 and miR-130b expression via mediating c-Myc.

### SUMOylation inhibition decreases c-Myc level

We then evaluated the impact of SUMOylation inhibition on c-Myc level. Dex decreased c-Myc protein in Dex-sensitive MM1S cells, but showed no effect in MM1R cells. However, TAK-981 treatment showed reduction of c-Myc protein in both MM1S and MM1R cell lines and caused further decrease when combined with Dex (Fig. 7A). Consistent with this, c-Myc level decreased when SAE2 was knockdown in RPMI-8226 cells (Supplemental Fig. S11A). The reduction of TAK-981 on c-Myc level was also observed in another MM cell line H929 (Supplemental Fig. S11B). IHC staining in tumor tissues from MM1R xenograft mice indicated TAK-981 decreased c-Myc level and further reduced when combined with Dex although Dex alone showed no effect on c-Myc in vivo (Supplemental Fig. S11C). GSEA indicated TAK-981 treatment suppressed Myc target gene sets in both MM1S and MM1R cells, TAK-981 and Dex combination treatment showed further suppression of Myc targets compared to Dex treatment alone (Fig. 7B, Supplemental Fig. 11D). 

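A list of MYC target genes written from general knowledge, with 199 genes tested, was read in the same comparisons. After TAK-981 treatment its median log2 fold change was −0.36 in MM1S (quartiles −0.59 and −0.21, camera adjusted p = 6.38e-21), with 185 genes lower, and −0.48 in MM1R (quartiles −0.63 and −0.32, adjusted p = 2.09e-27), with 197 lower. Past the threshold over all genes were 157 lower and 2 higher in MM1S, and 181 and 1 in MM1R. Adjusted over the list alone, 165 genes passed in MM1S, 2 of them higher, and in MM1R 185 were lower and 1 higher.

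Combo against Dex gave a median of −0.38 in MM1S (quartiles −0.61 and −0.26, camera adjusted p = 1.46e-23), with 193 genes lower, and −0.40 in MM1R (quartiles −0.56 and −0.26, adjusted p = 1.11e-22), with 195 lower. Here 169 genes were lower and 1 higher past the threshold in MM1S, and 173 and 1 in MM1R. Adjusted over the list alone the counts were 175 and 1 in MM1S and 178 and 1 in MM1R. Dex alone gave −0.11 in MM1S (adjusted p = 0.000251, and 0.396 with an estimated correlation), with 144 genes lower. In MM1R it gave −0.046 (adjusted p = 3.15e-06, 0.234 with fry and 0.286 with an estimated correlation), with 171 genes lower and 0 of them past the threshold.

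**Figure D2:**
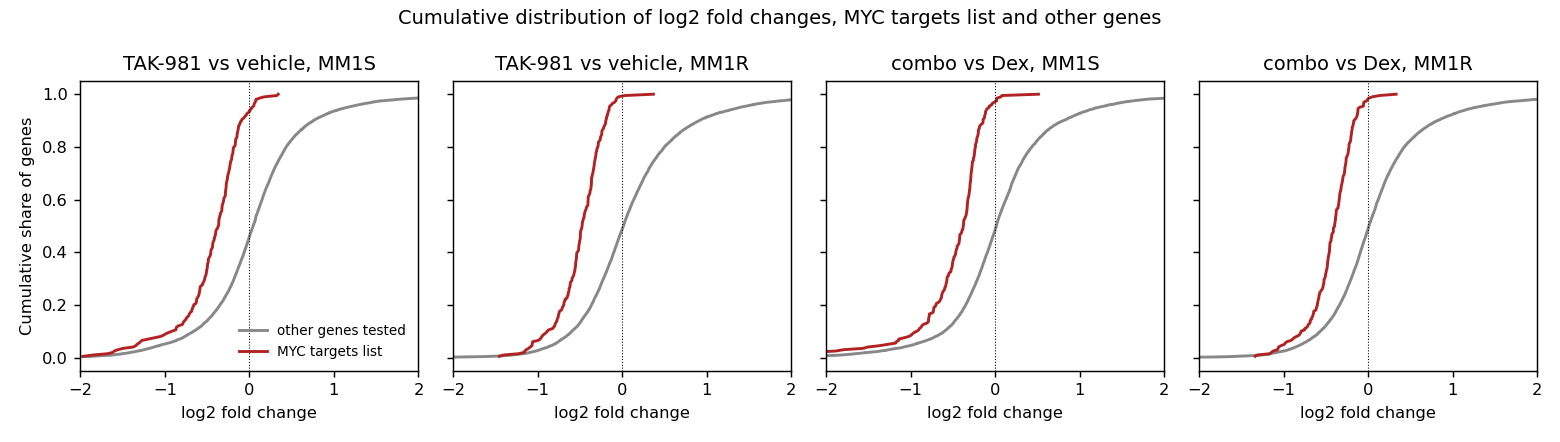
Cumulative distribution of log2 fold changes of the MYC target list and of the other genes tested, after TAK-981 against vehicle and combo against Dex in MM1S and MM1R cells. The plotted range leaves out the outermost genes.

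An estimated inter-gene correlation moved the test of TAK-981 in MM1S most, to an adjusted p of 0.0622. In MM1R that test gave 0.0391. For combo against Dex it gave 0.053 in MM1S and 0.0553 in MM1R, neither past the threshold. Leaving out the genes shared with the E2F and cell cycle lists, 40 of the 199, gave medians of −0.32 in MM1S and −0.44 in MM1R for TAK-981. The paper sets the suppression of these sets beside the fall of c-Myc protein after TAK-981 treatment (Fig. 7A). It then attributes that fall to faster degradation, from a cycloheximide assay (Fig. 7D). The authors also believe that microRNA targeting of c-Myc mRNA takes part. The conclusion of direct SUMO modification rests on a pull-down (Fig. 7E), an IP assay (Supplemental Fig. S11F) and the literature.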

We observed a time-dependent decrease of c-Myc protein level upon TAK-981 treatment in MM1R cells (Fig. 7C). Because c-Myc has been identified as SUMO-modified protein [37, 38], we measured protein stability using a cycloheximide (CHX) assa. c-Myc decreased faster in myeloma cells treated with TAK-981 compared to vehicle (Fig. 7D, Supplemental Fig. S11E), indicating SUMOylation inhibition downregulated c-Myc by enhancing their degradation. We performed IP assays to confirm the SUMO modification of c-Myc was reduced by SUMOylation inhibition or SAE2 knockdown. 293 T cells were transfected with His-tagged SUMO-1, His-tagged SUMO-2 and untagged c-Myc expression plasmids. Cells were treated with 0.1 μM TAK-981(TAK) or Vehicle (Veh) for 8 h then Cell lysates were harvested and incubated with Ni-NTA beads to pull down all His-tagged SUMOs then blot c-Myc level (Fig. 7E). The western blot indicated there is much less SUMO-modified c-Myc upon TAK-981 treatment. We conducted IP assay to detect SUMO-modification of endogenous c-Myc in RPMI8226 stable cell line with inducible SAE2 shRNA. The results indicated there was less SUMO modification of c-Myc upon SAE2 knockdown (Supplemental Fig. S11F). These results, along with literature, proved the regulation of c-Myc by direct SUMO-modification.

**Fig. 7:**
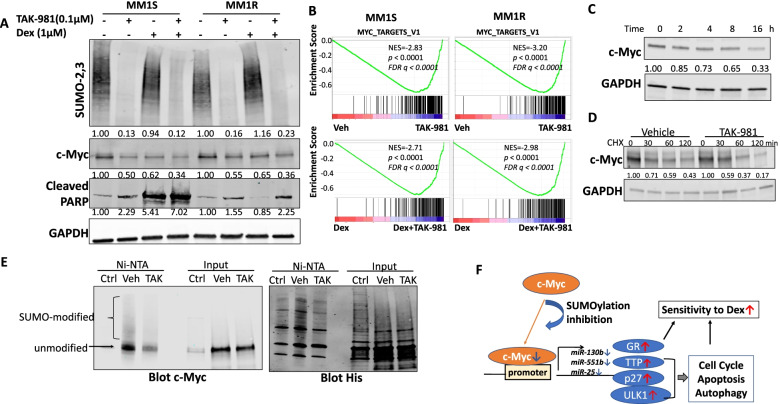
SUMOylation inhibition decreased c-Myc protein level through regulating protein stability. **A** TAK-981 treatment decreases c-Myc levels in both MM1S and MM1R cell lines and Dex has no effect on c-Myc level in MM1R cell line. MM1S and MM1R cells were treated with TAK-981 or Dex or both for 48 h, c-Myc and cleaved PAPR (c-PARP) levels were determined by western blot. SUMO-2,3 was blotted to determine global SUMOylation and GAPDH was used as loading control. **B** GSEA analysis of RNA-seq data shows TAK-981 treatment inhibits c-Myc target gene sets in MM1S and MM1R cells. **C** TAK-981 treatment decreases c-Myc protein level in time-dependent manner. MM1R cells were treated with TAK-981 at 0.1 μM and cells were harvested at indicated time points. C-Myc protein level was determined by western blot. **D** TAK-981 treatment accelerates c-Myc protein degradation. MM1R cell pre-treated with vehicle or TAK-981 for 2 h were exposed to cycloheximide (CHX) to block protein synthesis, cells were harvested at indicated time points and analyzed for c-Myc level by western blot. c-Myc level was quantified by ImageJ, normalized to GAPDH and plotted. **E** SUMO modification of c-Myc was reduced upon TAK-981 treatment. 293 T cells were transfected with His-tagged SUMO-1, His-tagged SUMO-2 and untagged c-Myc expression plasmids. Cells were treated with 0.1 μM TAK-981(TAK) or Vehicle (Veh) for 8 h. Cell lysates were incubated with Ni-NTA beads to pull down all His-tagged SUMO-1 and SUMO-2, followed by Western blot analysis with c-Myc antibody (left) or an anti-His-tag antibody (right). Cells transfected with His-tagged SUMO-1 and SUMO-2 but without c-Myc expressing plasmid were used as control (Ctrl). SUMO-modified and unmodified c-Myc were pointed. **F** Schematic showing the mechanism of SUMOylation inhibition enhance MM sensitivity to Dex. SUMOylation inhibition decreases c-Myc level, causes reduction of miR-130b, miR-551b and miR-25. The decrease of miR-130b results in induction of GR expression. miR-551b and miR-25 reduction causes increase of TTP, ULK1, p27, resulting in dysregulation of cell cycle, apoptosis and autophagy. All these contribute to enhanced sensitivity to Dex

We also observed c-Myc mRNA level decreased upon TAK-981 treatment, which is consistent with our previous finding that SUMOylation regulates c-Myc mRNA level through regulation its targeting microRNA miR-34b/c [39].

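The text names no line or assay for this mRNA level, so the RNA-seq libraries of both lines were read. The count table places MYC on chromosome 8 from 128747765 to 128753680, plus strand. MYC mRNA went from 355 ± 1.14 CPM in vehicle-treated MM1S cells to 224 and 219 CPM in the libraries treated with TAK-981, and from 424 ± 12.6 to 287 ± 8.82 CPM in MM1R (SD, n = 2 each). The log2 fold change was −0.68 in MM1S (standard error 0.062, edgeR adjusted p = 4.45e-08) and −0.56 in MM1R (standard error 0.062, adjusted p = 5.38e-07), and in each line both treated libraries lay below both vehicle libraries. With 1 library left out at a time the values ran from −0.70 to −0.67 in MM1S and from −0.59 to −0.53 in MM1R. The GAPDH count as the reference, chosen after the data were seen, moved them most, to 0.076 in MM1S (adjusted p = 0.334) and 0.18 in MM1R (adjusted p = 0.0335), where all other settings gave a fall. Under that setting the median of all genes was 0.79 in MM1S and 0.74 in MM1R. The difference between the lines was 0.12 (adjusted p = 0.447). After Dex alone MYC mRNA was at 464 ± 10.7 CPM in MM1S, a log2 fold change of 0.39 (adjusted p = 5.53e-05). In MM1R it was at 401 ± 31.1 CPM after Dex, a change of −0.081 (adjusted p = 1). In combo-treated MM1S cells MYC mRNA was at 268 ± 17 CPM (SD, n = 2). The log2 fold change there was 0.27 against TAK-981 (adjusted p = 0.00206) and −0.41 against vehicle (adjusted p = 1.63e-05). Combo against TAK-981 gave 0.005 for MYC in MM1R. MIR34B and MIR34C are listed at 0 in every library of this total RNA-seq.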

Except MM, Glucocorticoids (GCs) are a mainstay of treatment of lymphoid malignancies including Acute Lymphoblastic Leukemia (ALL). We treated Jurkat, a T-ALL cell line, with TAK-981, Dex or both, then measured cell viability. Consistent with previous studies [40, 41], Jurkat cells are resistant to Dex treatment, TAK-981 treatment alone showed potent cytotoxicity and further enhanced cell death when combined with Dex (Supplemental Fig. S12A). Apoptosis assay and cleaved-PARP level further confirmed that TAK-981 enhanced Dex sensitivity in Jurkat cells (Supplemental Fig. S12B-C). Similar as we observed in MM, TAK-981 treatment increased GR and decreased c-Myc level, along with downregulation of miR-130b, miR-551b and miR-25 in Jurkat cells (Supplemental Fig. S12C-E). These findings suggest the mechanism of SUMOylation inhibition enhances Dex sensitivity might not be restricted in MM but also applicable to other types of hematologic cancer.

## Discussion

Resistance to Dex therapy is associated with poor prognosis in MM. Our study demonstrated SUMOylation plays an important role in Dex resistance. The expression level of SUMO E1 (SAE2) was inversely correlated with Dex sensitivity of primary MM samples. SUMOylation inhibition by decreasing SUMO E1 level via shRNA knockdown or inhibiting SUMO E1 activity by TAK-981 greatly enhanced MM sensitivity to Dex treatment. SUMOylation inhibition reduced myeloma cell viability and induced apoptosis. TAK-981 showed potent cytotoxicity against primary relapsing MM samples and in vivo. Moreover, combination TAK-981 with Dex showed potent synergistic anti-MM effects ex vivo and in vivo (Fig. 1-2), supporting translation of this SUMO E1 inhibitor into myeloma trials.

Our study uncovered a mechanism in which SUMOylation inhibition reduces c-Myc level, leads to decreased expression of miR-130b, resulting in upregulation of GR level. This upregulation greatly enhances Dex sensitivity via affecting expression of downstream genes RRM2 and RASD1, leading to synergistical cytotoxicity (Figs. 3 and 7). Noticeably, although SUMOylation inhibition induced GR level only ~ 1.5 fold, it caused dramatic changes of RRM2 and RASD1 levels, indicating the effect on the whole GR pathway. Our group has reported miR-130b can downregulate GR by targeting 3′-UTR [19], the current study further revealed a regulatory machinery of this micro RNA.

Our study identified miR-551b and miR-25 as important miRs mediating Dex resistance in MM. miR-551b and miR-25 levels are higher in Dex-resistant cell line MM1R than Dex-sensitive cell line MM1S. Overexpression of miR-551b and miR-25 caused resistance to Dex treatment in MM1S, however, knockdown of miR-551b and miR-25 significantly enhanced Dex sensitivity in MM1R (Fig. 4). We identified ZFP36 as the target gene of miR-551b. ZFP36 encodes an RNA-binding protein, TTP, which downregulates two key factors in myeloma growth and proliferation - CyclinD1 and E2F1. Knockdown of miR-551b caused increased TTP, led to less Cyclin D1 and E2F1 level, resulting in decreased myeloma proliferation and enhanced Dex sensitivity. MiR-25 has been characterized with onco-miR function with multiple validated target genes [42–46]. We demonstrated miR-25 mediates Dex resistance in myeloma via targeting ULK1 and p27. ULK1 is an essential enzyme in autophagy pathway. It has been reported that Dex induced pro-death autophagy in MM cells, and the inhibition of autophagy significantly decreased Dex-induced cell death [4]. P27 has a broad inhibitory activity against different CDKs and reduce cell proliferation by cell cycle arrest, acting as a potential tumor suppressor gene. Knockdown of miR-25 increased ULK1 and p27 level, upregulating autophagy and decreasing cell proliferation, contributing to Dex sensitivity in MM. There are recent publications showing that miRNA deregulation may be involved in Dex resistance [4, 30]. Our study identified two novel miRNAs promoting Dex resistance independent of GR pathway, providing new insights into understanding of Dex resistance mechanism.

SUMOylation inhibition or SAE2 knockdown decreased miR-551b and miR-25 levels in MM cell lines and primary relapsing patient samples. TAK-981 treatment phenocopies the effects on target genes (TTP/CylinD1/E2F1, ULK1/p27) by knockdown of miR-551b and miR-25, suggesting SUMOylation inhibition enhances Dex sensitivity via decreasing these two miRs. The correlation of SAE2 with ZFP36 and ULK1 in patient cohorts further supports the regulation of SUMOylation on miR-551b and miR-25 (Fig. 5). A previous study reported that MiR-221/222 promotes Dex resistance in MM [4]. We measured miR-221/222 level upon SUMOylation inhibition as well. We observed TAK-981 decreased miR-221/222 level but the reduction is much less potent than the effect on miR-551b or miR-25. So we focus on miR-551b and miR-25.

Our study, combined with previous studies, reveals that SUMOylation regulates miR-551b, miR-25 and miR-130b through modulation of c-Myc levels. We demonstrated c-Myc is a major transcriptional activator of these miRs by qPCR upon overexpression or knockdown of c-Myc and ChIP assay upon TAK-981 or Dex treatment. The regulation of c-Myc on these miRs was further validated by the positive correlation of c-Myc with expression of miR-551b, miR-25 and miR-130b in primary MM samples (Fig. 6). Our findings revealed a SUMO-dependent regulation of c-Myc, the key transcriptional factor of several miRs which mediates Dex resistance in MM.

We found TAK-981 treatment decreased c-Myc level, led to decreased miR-551b and miR-25 level, resulting in apoptosis and autophagy, contributing to Dex sensitivity in MM (Fig. 7). We observed TAK-981 treatment enhances c-Myc protein degradation in MM. As we also observed the decrease of c-Myc mRNA level, which is consistent with our previous study that SUMOylation regulates c-Myc mRNA level through regulation its targeting microRNA miR-34b/c [39], we believe SUMOylation regulates c-Myc not only through post-transcription via microRNA targeting, but also through post-translation via regulating protein stability.

Dex is a mainstay of treatment of lymphoid malignancies and resistance to GCs is the single most reliable prognostic indicator for relapse among children with ALL [47]. Our investigation demonstrated TAK-981 showed potent cytotoxicity and a synergistic effect with Dex against Jurkat cells. Similar as in MM, SUMOylation inhibition caused upregulation of GR expression and downregulation of miR-551b and miR-25 level (Supplemental Fig. S12). These data suggest the effects and mechanism of SUMOylation inhibition enhancing Dex sensitivity in MM might be applicable to other hematologic malignancies.

## Conclusion

Together, our study revealed that SUMOylation inhibition enhances Dex sensitivity in MM by increasing GR, a previously identified key factor regulating Dex resistance and decreasing miR-551b and miR-25, two microRNAs which we confirmed for the first time as Dex resistance mediators in our investigation. SUMO E1 inhibitor TAK-981 greatly enhanced Dex sensitivity in MM cell lines, primary samples and mouse xenograft models. Combination TAK-981 with Dex showed potent synergistic anti-MM effects ex vivo and in vivo. Our findings strongly support translation of TAK-981 into clinical trials for MM patients, and possibly other hematologic malignancies.

## Supplementary Information

**Additional file 1.**

## Data Availability

RNA-seq and miRNA-seq data have been deposited to the GEO database (GSE 163682). All other data are available in the main text or the supplementary materials.

## Abbreviations

Dex: Dexamethasone
MM: Multiple myeloma
SUMO: Small ubiquitin-like modifier
UBA2: Ubiquitin Like Modifier Activating Enzyme 2
SAE2: SUMO activating enzyme 2
ChIP: Chromatin immunoprecipitation
GC: Glucocorticoid
GR: Glucocorticoid receptor
IHC: Immunohistochemistry
RASD1: Ras dexamethasone induced 1
RRM2: Ribonucleoside-diphosphate reductase subunit M2
TTP: Tristetraprolin
ZFP36: Zinc finger protein 36 homolog
PJA1: Praja-1 (PJA1)
ZNF280C: Zinc finger protein 280C
ULK1: Unc-51 Like Autophagy Activating Kinase 1
CDKN1B/p27: Cyclin-dependent kinase inhibitor 1B
GSEA: Gene set enrichment analysis
ALL: Acute Lymphoblastic Leukemia

How the deposited data were processed for this re-analysis (not part of the article)

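The authors deposited a table of one raw integer count per gene and library for the RNA-seq, and it was used as deposited. It covers 23354 genes by symbol in 16 libraries, 2 for each of the 8 groups of cell line and treatment, each matched to its group by the sample labels. Reads were not aligned again. The paper's text names no genome build, aligner or counting program. Positions are those of the table, in which genes on chromosome 1 end as far as 249213345, beyond the end of that chromosome in GRCh38. GENCODE release 29 was used only for the GC content of genes, by symbol, which was found for 13745 of the 14215 genes tested (96.7%) and for every tested gene of the 7 lists.

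Genes were kept with edgeR's filterByExpr at its default settings. Library sizes were scaled with TMM. A model with 1 term per group was fitted to all 16 libraries with edgeR's robust quasi-likelihood fit, which leaves 8 residual degrees of freedom, and 15 contrasts were tested with its F test, including the interactions of cell line with TAK-981, of cell line with Dex, and of TAK-981 with Dex within each line. A gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05, without a threshold on the fold change. Log2 CPM values used a prior count of 2. Standard errors are those of the fitted log2 fold changes. A group with both libraries at or under 3 counts was treated as at the floor, and 0 of the genes picked by the rule below had such a control group.

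The 7 lists (MYC targets, E2F targets, cell cycle, apoptosis, autophagy, glucocorticoid-induced and interferon response) were written from general knowledge before the data were examined, as were the model, the alternatives and the rule for named genes. They are not the MSigDB sets of the paper. Lists of glycolysis, sterol synthesis and reference genes were added after the data were seen. A list's value is the median log2 fold change of its tested genes. It was tested with limma's camera at the preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 56 tests of 7 lists in 8 contrasts. Camera with an estimated correlation, limma's fry, and preranked GSEA with fgsea (1000 permutations, false discovery rate threshold 0.25) served as alternatives.

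The genes named are those the paper names, the SUMO pathway and the host genes of the miRs studied. To these were added, for TAK-981 in each line and Dex in MM1S, the 3 higher and the 3 lower genes with the smallest adjusted p among those with an absolute log2 fold change of at least 1, a mean log2 CPM of at least 3 and both libraries of 1 group above both of the other. From the interferon and glucocorticoid lists up to 3 genes per line with the smallest adjusted p were taken. Other genes named were chosen after their values were seen, and the text says so beside them.

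Alternatives were edgeR's RLE in place of TMM, library size only, no filter on low counts, a term for the replicate number within each line (replicate block), DESeq2, a fit of only the groups compared, an absolute log2 fold change of at least 1, and leaving out each library in turn. For lists, they also included other versions of the MYC and cell cycle lists. The GAPDH count as the reference was added after the data were seen. With 2 libraries per group, leaving out 1 leaves a group with a single library, so only values are given there and no p. Technical explanations of list results were tested with 10000 random lists of equal size, matched to the list over 20 bins of mean expression, GC content or gene length.

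In a self-test on simulated counts of this size, 200 of 13888 genes were changed. Of the 100 changed 1.5-fold the model called 83%, of the 100 changed 2-fold it called 93%, and it called 9 unchanged genes. The median log2 fold change of the genes raised 2-fold came back as 0.99. A list of 60 genes raised 1.2-fold had a camera p of 2.91e-53 and an unchanged list 0.255.

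Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and Seurat 5.3.0.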

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

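The tests of replicate spread, of mislabelling, of the scaling of the libraries and of their depth in the TAK-981 comparison were chosen only after the results below were seen.

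The responses to TAK-981 differed between the lines, by the interaction of cell line and TAK-981. In all 592 genes passed the threshold, 453 with a higher and 139 with a lower log2 fold change in MM1R than in MM1S, and 3021 had an unadjusted p under 0.05. The balance depends on the processing: without a filter on low counts 832 genes were higher and 481 lower, and the next part gives a setting that brings it close to even. The median interaction of the interferon response list was 0.28 (camera adjusted p = 5.68e-09), with 58 of 71 genes higher in MM1R. Past the threshold 10 genes were higher and 0 lower, and 17 and 0 when adjusted over the list alone. The E2F list had 0.17 (adjusted p = 1.82e-13), with 149 of 193 genes higher, 42 higher and 1 lower past the threshold, and 67 and 1 when adjusted over the list alone. The cell cycle list had 0.15 (adjusted p = 1.08e-06), with 82 of 120 higher, 20 and 0 past the threshold, and 29 and 0 when adjusted over the list alone. The MYC list had −0.065 (adjusted p = 0.0201), with 140 of 199 lower, 6 genes higher and 1 lower past the threshold over all genes, and as many when adjusted over the list alone. Its test did not pass with an estimated correlation (0.554) or with fry (0.322). With an estimated correlation the interferon (0.0391) and cell cycle (0.0166) lists passed and the E2F list did not (0.0692), and fry called these lists at 0.000927, 6.89e-05 and 0.00319.

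Scaling of the libraries was tested by library size only in place of TMM. That setting called 704 genes, 564 of them among the 592, so scaling does not account for most of the difference. A single MM1S TAK-981 library was tested as the source by leaving out each. The lower of the resulting interferon medians was 0.25, and the lower of the E2F medians was 0.14. Over all 8 libraries left out in turn the medians ran from 0.20 to 0.31 for the interferon list, from 0.14 to 0.25 for the E2F list and from 0.11 to 0.15 for the cell cycle list. Depth was tested by thinning every library at random to the smallest total. The median interaction was then 0.233 for the interferon list, 0.176 for the E2F list and 0.152 for the cell cycle list, and 501 genes passed the threshold, 465 of them among the 592. This argues against depth as the source. Differences between the lines themselves were not tested and stay open.

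The responses to Dex differed between the lines as well, in 3993 genes (2135 higher and 1858 lower in MM1R than in MM1S). The glucocorticoid-induced list had a median interaction of −0.88 (adjusted p = 2.23e-36), with 26 of 31 genes lower, 21 lower and 1 higher past the threshold, and 24 and 1 when adjusted over the list alone. Without MM1S Dex replicate 2 this median was −0.51. The E2F list had 0.53 (adjusted p = 2.14e-31), with 178 of 193 genes higher in MM1R, 135 and 3 past the threshold, and 142 and 3 when adjusted over the list alone. The cell cycle list had 0.24 (adjusted p = 1.16e-08), with 89 of 120 higher, 50 and 11 past the threshold, and 51 and 12 when adjusted over the list alone. Those medians stayed between 0.47 and 0.60 and between 0.23 and 0.27 with each library left out, and these lists and the glucocorticoid list also passed with fry and with an estimated correlation. The MYC list had 0.072 (adjusted p = 0.0139, 0.0269 with fry and 0.541 with an estimated correlation), with 131 of 199 higher, and 46 higher and 11 lower past the threshold either over all genes or adjusted over the list alone. The apoptosis list had −0.09 (adjusted p = 0.0213, 9.71e-05 with fry and 0.0622 with an estimated correlation), with 44 of 74 lower, 23 lower and 9 higher past the threshold, and 23 and 11 when adjusted over the list alone.

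Library depth would leave the MM1R fold changes in proportion to those of MM1S, but over the 6017 genes changed by Dex in MM1S the slope of MM1R on MM1S was −0.01. The MM1R Dex and vehicle libraries were also the larger, with a median total of 23868257 against 19446048.5. Replicate spread was lower in MM1R, at 0.743 of the MM1S spread. If the MM1R Dex libraries were mislabelled, combo against TAK-981 would still show the response in MM1R, and there the slope on the MM1S Dex response was 0.003. In MM1S the same comparison had a slope of 0.634. Of 1081 genes with an absolute log2 fold change of at least 1 in MM1S, 41 had one in MM1R. These tests argue against depth, spread and mislabelled Dex libraries as the whole cause. The design names a biological candidate explanation, the choice of MM1R for Dex resistance with its lower NR3C1 level, and it stays a hypothesis that was not tested.

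A signal the paper does not discuss was the rise of interferon response genes after TAK-981 treatment. The list of 71 genes had a median log2 fold change of 0.67 in MM1S (adjusted p = 4.11e-36), with 67 genes higher, and 0.97 in MM1R (adjusted p = 2.45e-61), with 68 higher. Past the threshold were 62 higher and 3 lower in MM1S (63 and 3 when adjusted over the list alone) and 62 and 1 in MM1R (as many when adjusted over the list alone). Both tests also passed with fry and with an estimated correlation. After Dex the medians were 0.022 in MM1S (adjusted p = 0.548) and −0.022 in MM1R (adjusted p = 0.14). Among the settings that used every library, library size only in MM1S moved the list most, to 0.63. With 1 library left out it reached 0.73 there. MX1 rose by 3.67 in MM1S (adjusted p = 1.04e-16) and 5.05 in MM1R (adjusted p = 9.31e-19), both treated libraries of each line lying above both vehicle libraries, with a difference between the lines of 1.38 (adjusted p = 4.03e-07). GBP4 (3.48) and TXNIP (1.79) in MM1S, and RSAD2 (6.85) and PARP9 (4.04) in MM1R, had the next smallest adjusted p of the list. The PARP9 interval overlaps DTX3L on the other strand and the TXNIP interval overlaps NBPF10, and whether strand was used in counting is not stated.

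Random lists matched to the interferon list in mean expression reached medians of at most 0.218 in MM1S and 0.199 in MM1R. Those matched in GC content reached 0.26 and 0.29, and those matched in gene length 0.299 and 0.286. All lie below the medians of the list in the same line, which argues against expression level, GC content and length as the source. Reads shared between related interferon genes, and RNA or products of other cells in culture, were not tested and stay open. The list also rose in combo against Dex, which shares no library with TAK-981 against vehicle. Its median there was 0.689 in MM1S (camera adjusted p = 1.89e-31) and 1.028 in MM1R (camera adjusted p = 3.01e-71). The treatment itself is the biological candidate explanation that the design names, as a hypothesis.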

How the results depend on the processing

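The GAPDH count as the reference, and its use below, was chosen only after the results were seen.

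Of the 31 results for gene counts and lists, RLE in place of TMM left the 16 list results with the same direction and call and the 15 gene counts within 1.5 times, and DESeq2 did the latter for the 15 gene counts. Which direction held more genes was less stable. After TAK-981 in MM1S it went from 3586 higher and 3374 lower to 3399 and 3554 with RLE, 2790 and 3215 with DESeq2 and 2411 and 2804 in a fit of only the groups compared. For combo in MM1S it went from 4374 and 4199 to 4254 and 4308 with RLE, 3653 and 4011 with DESeq2 and 4532 and 4613 in a fit of only the groups compared. Library size only reversed 1 result, the glucocorticoid-induced list after Dex in MM1R, from −0.014 to 0.001 (adjusted p = 0.689, from 0.247 to 0.832 over the alternatives). The other MYC lists kept the direction and call of all 4 MYC results: without shared genes the medians for combo against Dex were −0.34 in MM1S and −0.37 in MM1R, and a list of nucleolar MYC targets gave −0.36 (MM1S) and −0.49 (MM1R) for TAK-981 and −0.48 (MM1S) and −0.41 (MM1R) for combo against Dex. With TMM, RLE or library size only, the median of all genes in each of the 15 contrasts stayed within 0.057 of 0.

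An absolute log2 fold change of at least 1 lowered 12 of the 15 gene counts by more than 1.5 times, by its own construction. In MM1S the counts became 1412 for TAK-981, 1081 for Dex, 2509 for combo, 1400 for combo against Dex, 980 for combo against TAK-981 and 259 for the interaction of the drugs. In MM1R they became 1369 for TAK-981, 1270 for combo and 1196 for combo against Dex. Between the lines they became 1256 for vehicle, 80 for the interaction with TAK-981 and 918 for the interaction with Dex. The balance changed as well. The share of higher genes went from 48.3% to 75.1% for TAK-981, 48.2% to 75.5% for combo and 47.7% to 74.2% for combo against Dex in MM1R. In MM1S it went from 36.6% to 61.4% for the drug interaction, 46.7% to 57.6% for combo against Dex and 49.1% to 32.2% for Dex. For vehicle between the lines it went from 53.1% to 30.9%, and for the interaction with Dex from 53.5% to 72.1%. The other 3 counts were 0 in MM1R with and without it, beside 395, 214 and 400 genes at an unadjusted p under 0.05. These are 2.78%, 1.51% and 2.81% of the genes tested, no excess over a share of 0.05.

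A term for the replicate number (replicate block) raised the drug interaction in MM1S to 3579 genes and the interaction of line and TAK-981 to 2061, 1114 higher and 947 lower in MM1R (54.1% higher, against 76.5% without that term). With it the apoptosis list in MM1R passed the threshold at 0.034 (adjusted p = 0.0494). The labels number the replicates without saying that they are paired. The difference of replicate 1 from replicate 2, correlated across genes between the groups of a line, gave from 0.10 to 0.57 in MM1S (5 of 6 above 0.1) and from 0.06 to 0.21 in MM1R (4 of 6 above 0.1).

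A fit of only the groups compared gave 779 genes for the drug interaction in MM1S, 778 of them among the 2125. It gave 3 for combo against TAK-981 in MM1R, named after their values were seen: AHNAK (−0.30, adjusted p = 0.00105), MIR210HG (−1.63, 0.00178) and MTA3 (−0.57, 0.0342), each with an adjusted p of 1 in the fit of all libraries. It also brought the MM1R apoptosis list (0.045, adjusted p = 0.0426) and autophagy list (0.18, adjusted p = 0.0274) past the threshold. The smaller fits hold fewer libraries. Without a filter on low counts 20096 genes were tested. Dex then changed 30 genes in MM1R (22 of them among the genes tested with the filter), combo against TAK-981 in MM1R 9, the drug interaction in MM1R 19 and the interaction of line and TAK-981 1313, and the autophagy list in MM1R passed at 0.16 (adjusted p = 0.02). The cause was not tested.

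Among the 16 list results counted above, camera with an estimated correlation no longer passed 4: MYC after TAK-981 in MM1S (−0.36, adjusted p = 0.0622), MYC for combo against Dex in MM1S (−0.38, 0.053) and MM1R (−0.40, 0.0553), and autophagy in MM1S (0.21, 0.053). The fry test, which does not compare a list with other genes, brought 3 of the 16 past the threshold: apoptosis in MM1S (0.12, 3.39e-05) and MM1R (0.034, 2.1e-05) and autophagy in MM1R (0.17, 5.95e-06). Preranked GSEA brought 4 of the 16 past its own false discovery rate threshold of 0.25: apoptosis in MM1S (0.12, q = 0.0584) and MM1R (0.034, q = 0.0319), autophagy in MM1R (0.17, q = 0.0785) and the glucocorticoid list after Dex in MM1R (−0.014, q = 0.247). Over all 56 list tests 38 passed with the preset correlation, 21 with an estimated one, 44 with fry and 51 with GSEA, and of the 38 these kept 21, 36 and 38. Over the alternatives the adjusted p ran from 3.39e-05 to 0.16 for apoptosis in MM1S, from 2.1e-05 to 0.182 in MM1R, and from 5.95e-06 to 0.127 for autophagy in MM1R.

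Leaving out 1 library at a time, over 4 fits each, gave MYC medians from −0.41 to −0.34 (TAK-981, MM1S), −0.49 to −0.46 (TAK-981, MM1R), −0.44 to −0.36 (combo against Dex, MM1S) and −0.43 to −0.37 (combo against Dex, MM1R). After TAK-981 the range was −0.98 to −0.89 in MM1S and −0.77 to −0.70 in MM1R for E2F targets, −0.41 to −0.35 and −0.34 to −0.30 for the cell cycle, 0.086 to 0.13 and 0.033 to 0.040 for apoptosis, 0.20 to 0.25 and 0.15 to 0.17 for autophagy, and 0.65 to 0.73 and 0.95 to 1.00 for the interferon response. The glucocorticoid list after Dex ran from 0.54, without MM1S Dex replicate 2, to 0.91 in MM1S. In MM1R it ran from −0.053 without MM1R Dex replicate 2 to 0.025 without MM1R Dex replicate 1, so its direction there depends on the library.

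For single genes, the GAPDH count as the reference reversed 12 of 49 values: NR3C1 (0.53 after Dex in MM1S), ZFP36 (0.001 for combo against TAK-981 in MM1R), ULK1 (0.017 after Dex in MM1R), CDKN1B in MM1S (0.34 after Dex, 0.13 for combo against TAK-981), and after TAK-981 MYC (0.076 in MM1S, 0.18 in MM1R), CCND1 (0.44 in MM1S), UBA2 (0.26 in MM1S, 0.17 in MM1R) and PJA1 (0.69 in MM1S, 0.52 in MM1R). By construction this setting subtracts the change of GAPDH from that of every gene, so the median of all genes moved too, to 0.79 after TAK-981, 0.71 after Dex and 0.58 for combo against TAK-981 in MM1S, and to 0.74 after TAK-981 in MM1R. Relative to those medians MYC, UBA2 and PJA1 in both lines and CCND1 in MM1S after TAK-981, and NR3C1 and CDKN1B in MM1S after Dex, stayed lower. Of its other values 5 became stronger and 1 weaker. Among 53 values, 2 became stronger and 3 weaker in the fit of only the groups compared, 2 became stronger and 1 weaker with library size only, 2 became stronger with the replicate term and 1 with RLE, and 1 became weaker with DESeq2 and 1 without a filter. With 2 libraries per group, low counts limit the values of MIR25, RASD1 and CCND1, and the vehicle levels of GLB1L3, RSAD2 and POU3F1.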

Differences from the paper's values

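The use of the GAPDH count as the reference was chosen only after the results were seen.

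Fig. 7B shows normalized enrichment scores (NES) of Myc target gene sets. The list used here is not the MSigDB set, and its NES were computed with preranked GSEA. For TAK-981 in MM1S the NES was −2.96 against the paper's about −2.8 (Fig. 7B, read by eye). Of the alternatives set before the data were examined, library size only (−2.77) came within the spread of the paper's value, and RLE, the replicate block and a fit of only the groups compared did not, nor did no filter on low counts, which gave −2.73, on the other side of it. For TAK-981 in MM1R it was −3.34 against the paper's about −3.2 (Fig. 7B, read by eye), and none of those alternatives closed the gap. No filter on low counts gave −3.02, on the other side of the paper's value. For combo against Dex in MM1S it was −2.98 against the paper's about −2.7 (Fig. 7B, read by eye), and no filter on low counts (−2.75) came within the spread while the others did not. For combo against Dex in MM1R it was −3.22 against the paper's about −3.0 (Fig. 7B, read by eye). No filter on low counts gave −2.93, on the other side of the paper's value by 0.0742, close to the spread of 0.072, and the others did not close the gap. The direction is the same in each. With 1 library left out the NES ran from −3.01 to −2.89, −3.46 to −3.30, −3.07 to −2.87 and −3.30 to −3.13 in that order.

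The paper describes GR expression as absent from MM1R. NR3C1 was counted in every MM1R library, at 18.9 CPM with vehicle. The paper's statement does not say whether mRNA or protein is meant. Read counts over the gene do not measure the receptor protein, so these counts do not contradict its absence.

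The paper states that ZFP36, ULK1 and p27 mRNA rose with TAK-981 and rose further when Dex was added. ULK1 in MM1R was higher past the threshold in combo against Dex (0.254, edgeR adjusted p = 0.0204) and against vehicle (0.234, adjusted p = 0.0288). Its rise with TAK-981 against vehicle was a log2 fold change of 0.17 and did not pass (adjusted p = 0.103, from 0.0101 to 0.208 over the alternatives). It passed in a fit of only the groups compared (0.18, adjusted p = 0.0101), and with the GAPDH count as the reference, chosen after the values were seen (0.91, adjusted p = 2.49e-06), a setting under which the median of all genes was 0.74, so most of that value is shared by all genes. For combo against TAK-981, none of the 3 genes passed the threshold in MM1R (−0.008, 0.062 and 0.026 for ZFP36, ULK1 and CDKN1B) under any setting, and the value changed sign for ZFP36 without combo replicate 1 (0.009) and for CDKN1B without TAK-981 replicate 2 (−0.018). In MM1S the change of ULK1 was 0.084 (adjusted p = 0.487, from 0.264 to 0.652 over the alternatives), and 0.69 (adjusted p = 4.98e-05) with the GAPDH count as the reference, chosen after the values were seen, where the median of all genes was 0.58. CDKN1B in MM1S was lower by 0.47 in combo than with TAK-981, and lower by 0.36 after Dex alone. With the GAPDH count as the reference, chosen after the values were seen, these values became 0.13 (adjusted p = 0.267) and 0.34 (adjusted p = 0.00962), both below the medians of all genes (0.58 and 0.71).

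The legend of Fig. 5F gives apoptosis genes as upregulated by TAK-981. The apoptosis list had a median of 0.12 in MM1S and 0.034 in MM1R and passed the camera threshold in neither (adjusted p = 0.109 and 0.0893). It passed with fry (3.39e-05 and 2.1e-05) and, at a false discovery rate of 0.25, with preranked GSEA (q = 0.0584 and 0.0319). In MM1R it also passed with the replicate block (0.0494) and in a fit of only the groups compared (0.0426). Combo against Dex, in other libraries, gave 0.085 in MM1R (camera adjusted p = 0.0365, and 0.0773 with an estimated correlation). In MM1S that comparison gave −0.004 (camera adjusted p = 0.288). The legend gives autophagy genes as upregulated too. That list passed in MM1S (0.21, adjusted p = 0.0225) and not in MM1R (0.17, adjusted p = 0.111). In MM1R it passed with fry (5.95e-06), preranked GSEA (q = 0.0785), no filter on low counts (0.02) and a fit of only the groups compared (0.0274). Combo against Dex gave 0.191 for it in MM1R (camera adjusted p = 0.0369, and 0.0651 with an estimated correlation). In MM1S that comparison gave 0.143 (camera adjusted p = 0.115).

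The paper states that c-Myc mRNA decreased with TAK-981. Every setting but the GAPDH count as the reference, chosen after the values were seen, gave a fall. With it MYC gave 0.076 in MM1S and 0.18 in MM1R, where the medians of all genes were 0.79 and 0.74.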

Other observations

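The tests of MM1S reads in MM1R libraries, of a few genes taking the counts of others, of the expression level of sterol genes and of the E2F targets as a group were chosen only after their results were seen.

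Technical sources of the fall of the MYC list after TAK-981 were tested with random lists. Lists matched to it in mean expression reached medians no lower than −0.123 in MM1S and −0.163 in MM1R, those matched in GC content −0.114 and −0.109, and those matched in gene length −0.107 and −0.17. Without the genes shared with the E2F and cell cycle lists the MYC medians of −0.32 and −0.44 still lay beyond the lowest matched random lists, −0.145 and −0.183. These values argue against expression level, GC content, length and the shared genes as the whole source. The treatment remains a hypothesis.

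NR3C1 in the MM1R libraries was checked for reads or cells of MM1S, which would bring every transcript of MM1S in proportion. Among 9261 genes at 10 CPM or more in vehicle-treated MM1S, 5 (ANK3, MBP, GNE, SPIN3 and PCGF3) had an MM1R to MM1S ratio far below that of NR3C1, by a rule of at most 0.5 times. Their median ratio was 0.826% against 6.77% for NR3C1, with 64 counts in the MM1R vehicle libraries where the NR3C1 ratio would give 454. The minimum had been set at 50 CPM, where 0 genes met the rule, and was lowered after that was seen. The 5 genes were chosen by their values. This argues against an admixture of MM1S as the whole source of the NR3C1 counts. In MM1S, NR3C1 mRNA rose by a log2 fold change of 0.27 after TAK-981 (adjusted p = 0.00373, from 7.08e-05 to 0.0554 over the alternatives), in both treated libraries, and went to −0.17 after Dex (adjusted p = 0.0574, from 0.00698 to 0.0682 over the alternatives).

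GAPDH, the gene to which the paper normalizes its qPCR of mRNAs, was lower after TAK-981 by 0.75 in MM1S (adjusted p = 4.62e-08) and 0.74 in MM1R (adjusted p = 7.07e-08), in both treated libraries of each line. It was also lower in MM1S after Dex by 0.70 (adjusted p = 1.72e-07) and after combo by 1.36 (adjusted p = 5.22e-12). The other 13 reference genes had medians of −0.34 in MM1S and −0.37 in MM1R after TAK-981, and in MM1S they ran from −1.12 (HPRT1) to 0.94 (B2M). In MM1R B2M gave 1.06. HPRT1 and B2M are named for their values. If a few genes took the counts of others, all genes would fall without normalization, but the median of all genes under library size only was −0.012 in MM1S and 0.001 in MM1R. A lower expression of glycolysis genes is a candidate explanation. The glycolysis list without GAPDH had medians of −0.741 in MM1S and −0.631 in MM1R, as that explanation requires.

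Sterol synthesis genes were lower after TAK-981 or Dex, a pattern noticed in the picked genes SCD and INSIG1. The list of 29 genes had medians of −0.77 for TAK-981 in MM1S (24 lower and 2 higher past the threshold), −0.57 in MM1R (23 and 0) and −1.02 for Dex in MM1S (26 and 0), with −0.021 for Dex in MM1R and a difference between the lines of 0.96 for Dex. Random lists of matched mean expression went no lower than −0.387, −0.392 and −0.272 in the first 3 comparisons, which argues against expression level as the source. No biological explanation beyond the treatments was tested.

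The glucocorticoid-induced list, 31 genes, had a median of 0.86 after Dex in MM1S (adjusted p = 8.41e-43), with 26 genes higher, 24 higher and 1 lower past the threshold, and 25 and 1 when adjusted over the list alone. Without MM1S Dex replicate 2 the median was 0.54. After TAK-981 it had 0.40 in MM1S (adjusted p = 1.09e-05, 0.111 with an estimated correlation) and 0.48 in MM1R (adjusted p = 9.16e-07, 0.0782 with an estimated correlation). With the gene at or under 3 counts in both groups left out, the MM1R median was 0.53. Random lists of matched mean expression reached at most 0.33 in MM1R, which argues against expression level as the source there. In MM1S they reached at most 0.387, only just below the 0.402 of the list. Activity of the receptor without Dex could raise these genes. If it followed the NR3C1 mRNA level, 6.77% of that of MM1S in vehicle-treated MM1R, the list would rise less in MM1R. The median difference between the lines was 0.004 (camera adjusted p = 0.495). It ran from −0.036 to 0.054 with 1 library left out at a time. These values argue against such activity as the source in MM1R. Receptor activity that does not follow the mRNA level stays open. Adding Dex to TAK-981 moved the list in MM1R by −0.001, but Dex changed 0 genes in that line (395 at an unadjusted p under 0.05). That value thus does not bear on receptor activity without Dex. Other regulators of these genes were not tested.

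The Dex response of MM1S and the TAK-981 response of MM1R, which share no library, had a Pearson correlation of 0.16 over all genes (Spearman 0.273). Without the genes of the E2F and cell cycle lists it was 0.149, so those genes do not carry it alone. For TAK-981 across the lines the Pearson correlation was 0.75.

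Among E2F1 and its target RRM2, the change in combo in MM1S went beyond the sum of the single drugs, by −0.95 for E2F1 (adjusted p = 0.00721) and −1.13 for RRM2 (adjusted p = 2.93e-05). A fall of the E2F targets as a group beyond that sum was tested as a hypothesis. RRM2 is in that list and E2F1 is not. Of the 193 genes, 28 passed the threshold with a lower combo and 27 with a higher one. In 10000 random lists of matched mean expression the median number was 29 lower (from 20 to 39 in the middle 95%) and 11 higher (from 5 to 18). The median interaction of the list, whose genes go both ways, was −0.031. With library size only it was 0.04, and without a library it ran from −0.036 (TAK-981 replicate 1) to 0.05 (TAK-981 replicate 2), with 0.043 without Dex replicate 2 and 0.001 without either vehicle replicate 2 or combo replicate 1. The number of genes lower than the sum was thus no larger than in random lists, which argues against a fall of the list as a group. No other explanation was tested.

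RRM2 fell by 1.57 after TAK-981 in MM1S (adjusted p = 3.67e-10), by 0.93 after Dex (adjusted p = 2.77e-07), by 3.62 in combo (adjusted p = 8.39e-15), and by 1.14 after TAK-981 in MM1R (adjusted p = 1.89e-08). RASD1, at 12 to 234 counts per library, rose in MM1S by 1.11 after TAK-981 (adjusted p = 0.0147), 2.22 after Dex (adjusted p = 1.14e-05) and 3.56 in combo (adjusted p = 1.45e-09), and its combo change did not differ from the sum past the threshold (0.24, adjusted p = 0.756). E2F1, on chromosome 20 from 32263292 to 32274210 (minus strand), fell after TAK-981 by 1.59 in MM1S (adjusted p = 1.76e-08) and 1.22 in MM1R (adjusted p = 2.4e-07). In each of these comparisons both treated libraries lay on the stated side of both vehicle libraries. CCND1 gave −0.31 in MM1S (adjusted p = 0.0393, from 0.0207 to 0.142 over the alternatives). In MM1R, where vehicle cells had 4.05 ± 0.884 CPM (SD, n = 2), it gave 0.083 (adjusted p = 0.686), and −0.126 without vehicle replicate 2. Dex lowered CCND1 in MM1S (−1.73, adjusted p = 1.22e-08).

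In the SUMO pathway TAK-981 gave log2 fold changes in MM1S and MM1R of −0.51 and −0.57 for UBA2, −0.90 and −0.93 for SAE1, 0.24 and 0.053 for SUMO2, and 0.67 and 0.46 for SUMO3. PJA1 gave −0.067 in MM1S (adjusted p = 0.598) and −0.23 in MM1R (adjusted p = 0.0501, from 0.0124 to 0.121 over the alternatives). Its MM1R value ran from −0.37 to −0.09 with 1 library left out at a time. ZNF280C rose by 1.12 after Dex in MM1S (adjusted p = 2.5e-05) and gave 0.24 after TAK-981 there (adjusted p = 0.247), with −0.14 without TAK-981 replicate 1. In MM1R it rose by 0.42 after TAK-981 (adjusted p = 0.0468, from 5.45e-06 to 0.0663 over the alternatives).

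MCM7 lies on chromosome 7 from 99690404 to 99699427 (minus strand), and MIR25 (99691183 to 99691266), MIR93 (99691391 to 99691470) and MIR106B (99691616 to 99691697) lie within it. After TAK-981 MCM7 gave −0.99 in MM1S (adjusted p = 3.27e-09) and −0.95 in MM1R (adjusted p = 5.69e-09). Its interval also overlaps AP4M1 on the other strand, and whether strand was used in counting is not stated. Over all libraries MIR25 had 201 counts, MIR93 59, MIR106B 84, MIR130B 44, MIR301B 12 and MIR551B 9, in a library type that does not select mature miRs. MIR25 gave −0.63 in MM1S (adjusted p = 0.33) and −1.57 in MM1R (adjusted p = 0.00851) after TAK-981. In MM1S the TAK-981 replicates 1 and 2 held 2 and 12 counts (0.104 and 0.618 CPM). The vehicle libraries there were at 0.611 and 0.513 CPM, so the MM1S fall rests on TAK-981 replicate 1.

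By the rule for named genes, the genes with the smallest adjusted p after TAK-981 included MX1 in both lines. In MM1S they also included GLB1L3 (6.90, from few counts with vehicle), YIPF1 (2.11), SCD (−2.09), DTL (−1.86) and FAM111B (−1.80). In MM1R they also included GLB1L3 (8.24) and POU3F1 (6.31), both from few counts with vehicle, INSIG1 (−1.37) and RELN (−1.60). After Dex in MM1S they were FKBP5 (4.60, adjusted p = 1.22e-18), SMAP2 (2.65), CXCR4 (3.19), SCD (−3.27), INSIG1 (−2.39) and ITGA8 (−1.96), with TSC22D3 (3.71) from the glucocorticoid list. FKBP5 gave 0.016 after Dex in MM1R, and −0.71 in each line after TAK-981. The DTL interval overlaps INTS7 on the other strand.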
